# *In Vivo* Effects of Histone H3 Depletion on Nucleosome Occupancy and Position in *Saccharomyces cerevisiae*

**DOI:** 10.1371/journal.pgen.1002771

**Published:** 2012-06-21

**Authors:** Andrea J. Gossett, Jason D. Lieb

## Abstract

Previous studies in *Saccharomyces cerevisiae* established that depletion of histone H4 results in the genome-wide transcriptional de-repression of hundreds of genes. To probe the mechanism of this transcriptional de-repression, we depleted nucleosomes *in vivo* by conditional repression of histone H3 transcription. We then measured the resulting changes in transcription by RNA–seq and in chromatin organization by MNase–seq. This experiment also bears on the degree to which trans-acting factors and DNA–encoded elements affect nucleosome position and occupancy *in vivo*. We identified ∼60,000 nucleosomes genome wide, and we classified ∼2,000 as having preferentially reduced occupancy following H3 depletion and ∼350 as being preferentially retained. We found that the *in vivo* influence of DNA sequences that favor or disfavor nucleosome occupancy increases following histone H3 depletion, demonstrating that nucleosome density contributes to moderating the influence of DNA sequence on nucleosome formation *in vivo*. To identify factors important for influencing nucleosome occupancy and position, we compared our data to 40 existing whole-genome data sets. Factors associated with promoters, such as histone acetylation and H2A.z incorporation, were enriched at sites of nucleosome loss. Nucleosome retention was linked to stabilizing marks such as H3K36me2. Notably, the chromatin remodeler Isw2 was uniquely associated with retained occupancy and altered positioning, consistent with Isw2 stabilizing histone–DNA contacts and centering nucleosomes on available DNA *in vivo*. RNA–seq revealed a greater number of de-repressed genes (∼2,500) than previous studies, and these genes exhibited reduced nucleosome occupancy in their promoters. In summary, we identify factors likely to influence nucleosome stability under normal growth conditions and the specific genomic locations at which they act. We find that DNA–encoded nucleosome stability and chromatin composition dictate which nucleosomes will be lost under conditions of limiting histone protein and that this, in turn, governs which genes are susceptible to a loss of regulatory fidelity.

## Author Summary

Chromatin is formed by wrapping 146 bp of DNA around a disc-shaped complex of proteins called histones. These protein–DNA structures are known as nucleosomes. Nucleosomes help to regulate gene transcription, because nucleosomes compete with transcription factors for access to DNA. The precise positioning and level of nucleosome occupancy are known to be vital for transcriptional regulation, but the mechanisms that regulate the position and occupancy of nucleosomes are not fully understood. Recently, many studies have focused on the role of DNA sequence and chromatin remodeling proteins. Here, we manipulate the concentration of histone proteins in the cell to determine which nucleosomes are most susceptible to changes in occupancy and position. We find that the chromatin-associated proteins Sir2 and Tup1, and the chromatin remodelers Isw2 and Rsc8, are associated with stabilized nucleosomes. Histone acetylation and incorporation of the histone variant H2A.z are the factors most highly associated with destabilized nucleosomes. Certain DNA sequence properties also contribute to stability. The data identify factors likely to influence nucleosome stability and show a direct link between changes in chromatin and changes in transcription upon histone depletion.

## Introduction

Twenty-five years ago, Michael Grunstein's laboratory began a series of experiments in which histones H2B or H4 were depleted *in vivo* in *S. cerevisiae* (yeast). After histone gene silencing, the yeast cells complete a single round of DNA replication, reducing their histone-DNA ratio by a factor of approximately two, and enter cell-cycle arrest. A number of conditionally expressed genes, including *PHO5*, *GAL1*, *CYC1*, *CUP1*, and *HIS3*, were reported to be transcriptionally de-repressed following histone depletion [1]–[4]. In 1999, Richard Young's laboratory revisited the transcriptional effects of H4 depletion, this time on a genomic scale using microarrays. Roughly 15% (888) of yeast genes were de-repressed 3-fold or greater, and another 10% of genes (569) were repressed at least 3-fold following H4 depletion [5]. Southern blots revealed changes in chromatin structure upstream of the *PHO5* promoter during H4 depletion, but at the time these experiments were performed, high-resolution genomic methods were not available to measure the widespread chromatin changes hypothesized to underpin the observed transcriptional changes. We therefore revisited these classic experiments using RNA-seq and MNase digestion coupled with next-generation sequencing (MNase-seq) to monitor RNA and chromatin changes after histone depletion. These experiments also bear on the recent debate regarding the degree to which DNA-encoded elements or other cellular factors control nucleosome position and occupancy [6]–[10]. The raw RNA-seq and MNase-seq data are available at GEO accession number GSE29294.

## Results

### H3 depletion results in changes in nucleosome occupancy throughout the genome

Two genes encode histone H3 in wildtype *S. cerevisiae*, *HHT1* and *HHT2*. 

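Stretches that lack fragments in the H3 shutoff strain were looked for in the sequenced MNase-protected fragments. Each strain had 4 libraries, which came from 2 cultures sampled at 0 and 3 hours. On chromosome 2, positions 256701 to 257100 held the midpoints of 66 to 82 fragments in each wildtype library and 0 in every H3 shutoff library. Positions 256101 to 256200 of the same chromosome held 18 to 28 midpoints in the wildtype libraries. The H3 shutoff libraries had 0 there, apart from 2 midpoints in replicate 4 at 3 hours. On chromosome 14, positions 576101 to 576200 held 28 to 37 midpoints in the wildtype libraries and 0 in the H3 shutoff libraries. Figure 1A places HHT1 on chromosome 2 and the inserted promoter on chromosome 14. Coordinates of both genes were not among those used here, so the distance from these stretches to the genes was not measured.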

We obtained a strain in which *HHT1* had been deleted and *HHT2* had been placed under control of the *GAL1* promoter (Figure 1A) [11]. When grown in galactose, this “H3 shutoff” strain (DCB200.1) grows similarly to wildtype yeast (YEF473A), whereas cultivation in dextrose results in growth arrest in the G2/M phase of the cell cycle after a single round of DNA synthesis as large-budded cells (Figure S1A, S1B) [11]. After 3 hours in dextrose, RNA-seq shows that *HHT2* transcription is reduced to near zero, and Western blot analysis shows that histone H3 protein levels have dropped by a factor of two, as expected (Figure S1C, S1D). This evidence, coupled with previous cytological evidence using this strain [11], shows that the switch to dextrose successfully depleted histone H3.

**Figure 1:**
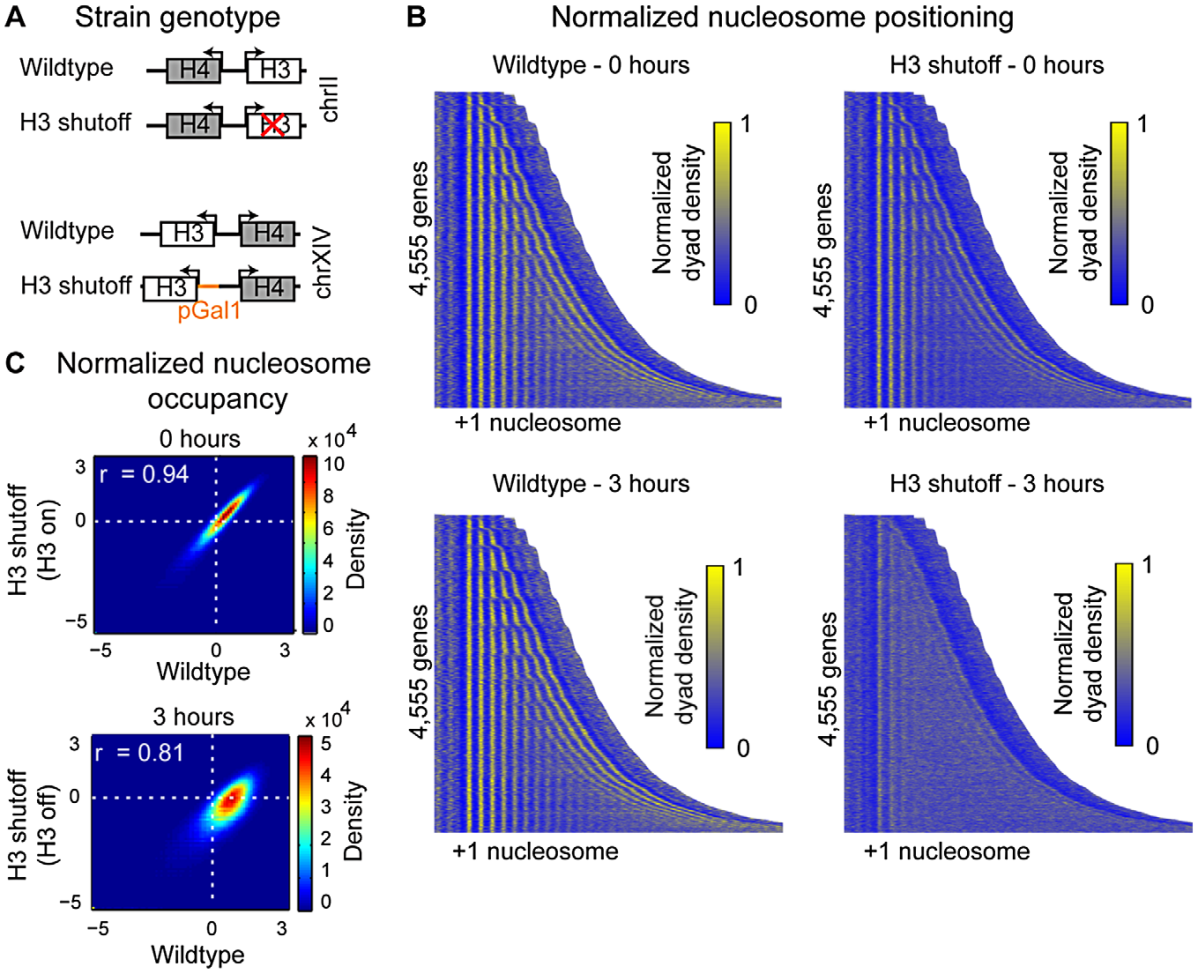
Histone H3 depletion alters nucleosome occupancy genome-wide. (A) Schematic representation of the strains used in this experiment. The H3 shutoff strain contains a deletion of one copy of histone H3 (*HHT1*) and a *GAL1* promoter inserted upstream of the second copy (*HHT2*). (B) The average, Gaussian-smoothed dyad density for the wildtype and H3 shutoff strains at 0 and 3 hours were aligned on the +1 nucleosomes for 4,555 genes. Upon H3 depletion, the regular array of nucleosomes visible in both of the wildtype time points and the 0 hour H3 shutoff strain time point become disrupted, resulting in a loss of regular positioning of nucleosomes internal to the gene. (C) Log_2_ normalized average nucleosome occupancy in the wildtype strain versus the H3 shutoff strain. Genome-wide nucleosome occupancy in the two strains is similar prior to H3 depletion (r = 0.94) but decreases following H3 depletion (r = 0.81).

We mapped nucleosome position and relative nucleosome occupancy using MNase-seq in the wildtype and H3 shutoff strains at 0 and 3 hours after transitioning the cells from galactose media to dextrose media (Figure S2A–S2C). 

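Paired-end MNase-seq libraries from 2 wildtype cultures (replicates B and C) and 2 H3 shutoff cultures (replicates 3 and 4) were re-analyzed, each culture at 0 and 3 hours, which gave 8 libraries. The wildtype cultures are told apart in the labels by the letters B and C alone. The single-end libraries were not used here, so each strain has fewer replicates than in the paper. The authors aligned the read pairs with Bowtie to the sacCer1 build, kept pairs 100 to 200 bases apart, removed the rDNA on chromosome 12 from 450000 to 472500, and drew the same number of pairs at random from every sample. All 8 libraries held the same number of fragments, between 100 and 200 bp long. Their mean coverage was between 60.99 and 68.0 fragments per base, and between 0.303% and 0.858% of the bases had 0 coverage. The authors also deposited the nucleosomes they called in each library, with the number of read centers at each one. A read center is the midpoint of a fragment, and since the libraries are equally deep, its density was not scaled further. Each 3-hour library was compared with the 0-hour library of its own culture, and the 4 resulting changes were compared between the strains. With 2 cultures per strain, the smallest p that an exact two-sided permutation test of the strain labels can give is 0.333, so no such comparison could pass a threshold of 0.05. Some stretches held read centers in a part of the libraries only: 132 tiles of 200 bp had them in wildtype replicate B at 0 hours, wildtype replicate C at 3 hours and both libraries of H3 shutoff replicate 4, and at most 2 in any other library. Genes were taken from the 1999 transcripts of Table S3 used here, a part of that table that covers 6 chromosomes. The 385 transcripts on chromosome 10 were left out of the gene analyses because their listed starts were offset from the fragments along most of that chromosome, a choice made after seeing the data.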

While previous studies examined transcriptional changes 6 hours after the shift [5], we chose 3 hours for our study based on our characterization of the rate of histone depletion (Figure S1A–S1D) and to decrease the time the cells were under stress. Consistent with previous studies [2], [12], the chromatin was generally more sensitive to MNase digestion following H3 depletion, resulting in increased background smearing (Table S1, p<0.05; Figure S2D–S2G). Mono-nucleosome bands were extracted from the gel and sequenced, and the resulting reads were mapped back to the genome (Materials and Methods).

For the four possible strain and growth combinations, we aligned all of the genes by their +1 nucleosome relative to the transcription start site (TSS) [13] and calculated the smoothed dyad density across the gene body (Materials and Methods). The genes were then sorted by length from shortest to longest (Figure 1B). This plot reveals several key features of our dataset. First, the nucleosome organization of the wildtype strain in galactose (0 hours) is very similar to the nucleosome organization of the H3 shutoff strain in galactose (0 hours). 

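Average read center density was computed around the +1 nucleosome of 1018 listed genes of at least 1000 bp, with the +1 nucleosome located in all 8 libraries pooled and the density smoothed by a Gaussian with a standard deviation of 10 bp. Density is given relative to the genome mean of 1, and the height of a peak is measured from the trough that follows it. In the pooled profile the +2, +3 and +4 peaks lay 168, 334 and 499 bp from the +1 peak. At 0 hours the height of the +1 peak was 4.62 and 4.03 in wildtype replicates B and C, and 4.05 and 3.71 in H3 shutoff replicates 3 and 4. The +2 peak was 3.31 and 3.10 high in the wildtype and 2.43 and 2.39 in the H3 shutoff strain. At the +4 nucleosome the heights were 1.83 and 1.77 against 1.12 and 1.15. The heights of the +1 peak overlapped within the spread between replicates, apart from the lower value of H3 shutoff replicate 4. At +2 and +4 both H3 shutoff cultures were lower than both wildtype cultures by more than that spread, although this difference at 0 hours was not tested.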

Second, the nucleosome organization of the wildtype strain in galactose is very similar to the nucleosome organization of the wildtype strain in dextrose (3 hours). 

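From 0 to 3 hours the height of the wildtype +1 peak changed by -0.0355 in replicate B and 0.410 in replicate C, a mean change of 0.187 ± 0.315 (SD, n = 2 cultures). The mean change was -0.151 ± 0.211 (SD, n = 2) at +2, -0.139 ± 0.202 (SD, n = 2) at +3 and -0.0513 ± 0.101 (SD, n = 2) at +4. Each of these means was smaller than the SD between the cultures. When only fragments of 140 to 160 bp were kept, the mean change at +1 was -0.135, the largest move of this value among the alternatives. The distance from the +1 to the +2 peak, located in each library separately, changed by -1 bp in both cultures.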

Third and most importantly, there are dramatic changes in nucleosome organization in the H3 shutoff strain between galactose (normal histone levels) and dextrose (depleted levels of H3). 

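The autocorrelation of the read center density over the whole genome measures regular spacing without any annotation. The height of its peak near 1 repeat length over the preceding trough was 0.479 at 0 hours and 0.167 at 3 hours in H3 shutoff replicate 3, and 0.511 and 0.108 in replicate 4. The mean change was -0.357 ± 0.0640 (SD, n = 2 cultures). In the wildtype the height rose from 0.517 to 0.660 in replicate B and from 0.656 to 0.719 in replicate C, a mean change of 0.103 ± 0.0569 (SD, n = 2). The changes of the strains did not overlap (exact two-sided permutation test, p = 0.333, the smallest p that 2 cultures against 2 allow). Of the alternatives that kept both cultures, using fragments of 140 to 160 bp moved the H3 shutoff change most, to -0.337. The lag of the peak rose by 5 bp in H3 shutoff replicate 3 and 8 bp in replicate 4, against a change of -1 and 1 bp in the wildtype. With fragments of 140 to 160 bp alone the mean change of the lag in the H3 shutoff strain was -2 bp, so its direction depended on the fragments used.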

As histone availability decreases, the overall nucleosome positioning at any given position is weaker. 

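In the H3 shutoff strain the height of the +1 peak fell from 4.05 to 1.41 in replicate 3 and from 3.71 to 1.65 in replicate 4. The mean change at +1 was -2.35 ± 0.413 (SD, n = 2 cultures), and it was outside the range of the wildtype cultures (exact two-sided permutation test, p = 0.333, the smallest p possible). With the genes aligned on their listed start in place of the +1 nucleosome, this change was -1.03, the largest move among the alternatives. Every height from +1 to +4 fell in both H3 shutoff cultures under every alternative. The paper describes large changes between the time points of this strain (Figure 1B) and states that positioning is weaker as histone availability decreases.

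**Figure D1:**
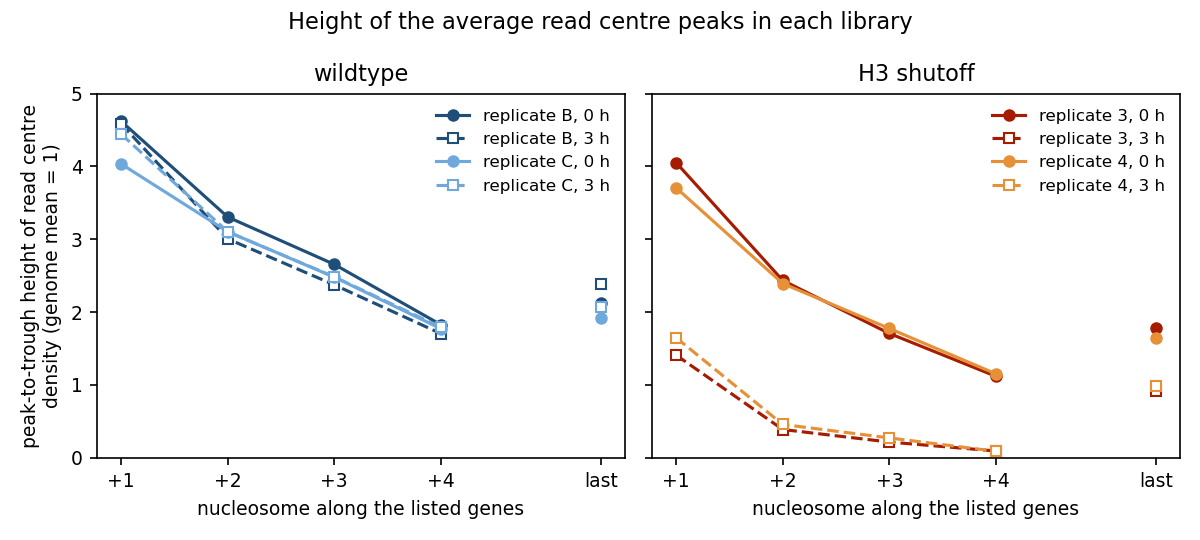
Peak-to-trough height of the average read center density (y axis, genome mean = 1) at the +1 to +4 nucleosomes and at the last nucleosome of the listed genes (x axis), for each wildtype and H3 shutoff library. Filled circles are 0 hours and open squares 3 hours. The +1 peaks of the H3 shutoff libraries at 3 hours are 1.41 and 1.65 high, and those of the other libraries at least 3.71.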

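Read at the pooled peak positions, the heights of H3 shutoff replicate 3 at 3 hours were 0.39 at +2, 0.22 at +3 and 0.09 at +4. Those of replicate 4 were 0.46, 0.27 and 0.09. The mean change from 0 hours was -1.99 ± 0.0793 (SD, n = 2 cultures) at +2, -1.50 ± 0.00816 (SD, n = 2) at +3 and -1.04 ± 0.0269 (SD, n = 2) at +4. With peaks found in each library, the +4 heights at 3 hours were 0.12 in replicate 3 and 0.14 in replicate 4. The +2 peak of the H3 shutoff cultures also lay farther from the +1 peak of the same library at 3 hours. In replicate 3 the distance was 170 bp at 0 hours and 177 bp at 3 hours, and in replicate 4 it was 169 and 177 bp. The +1 peak itself lay 6 bp farther into the genes at 3 hours in both cultures. Using only fragments of 140 to 160 bp gave a mean rise of the distance of 3.5 bp in place of 7.5 bp. Peaks were located in each library separately for these distances, a setting chosen after seeing the data.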

Nucleosome positioning is still evident at the +1 and +2 nucleosomes but then decays rapidly, leading to a nearly complete loss of visible positioning until the gene's transcription termination site (TTS) is reached. There, one can still see a nucleosome at the −1 position relative to the TTS, although it is much more weakly positioned than in the wildtype strain.

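For the last nucleosome before the listed transcript end, height was measured from the trough before the peak, on the side of the gene. This peak was 1.78 high at 0 hours and 0.91 at 3 hours in H3 shutoff replicate 3, and 1.64 and 0.985 in replicate 4. The mean change was -0.761 ± 0.144 (SD, n = 2 cultures). In the wildtype the same peak rose from 2.13 to 2.38 in replicate B and from 1.92 to 2.06 in replicate C, a mean change of 0.201 ± 0.0778 (SD, n = 2). The changes of the strains were opposite in sign in all cultures (exact two-sided permutation test, p = 0.333, the smallest p possible). Smoothing with a standard deviation of 20 bp moved the H3 shutoff change most, to -0.577.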

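Occupancy was taken as the fragment coverage of each base over the genome mean on the log2 scale, with bases of 0 coverage left out. Pearson's r between the 2 replicates of a group was 0.847 for the wildtype at 0 hours and 0.840 at 3 hours, across 11884825 and 11960475 bases. For the H3 shutoff strain it was 0.894 at 0 hours and 0.906 at 3 hours, across 11939410 and 11962846 bases. Neighboring bases share fragments and are not independent replicates, so no p-value was computed. Keeping only fragments of 140 to 160 bp moved the H3 shutoff value at 3 hours most, to 0.804.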

To assess the overall similarity of our experimental replicates, we compared the overall nucleosome occupancy for each base pair among the replicates and found the experiments to be highly correlated (Figure S2H–S2K). 

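Mean occupancy of the 2 wildtype libraries at 0 hours was compared with that of the 2 H3 shutoff libraries at 0 hours. Pearson's r of the log2 values was 0.953 across 12009149 bases. The 4 pairs of single libraries gave r between 0.871 and 0.915 with an SD of 0.0186.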

As expected from the positioning data, the wildtype and H3 shutoff strains had very highly correlated nucleosome occupancy profiles when grown in galactose. 

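At 3 hours r between the wildtype and H3 shutoff means was 0.789 across 12022386 bases, and the 4 pairs of single libraries gave 0.708 to 0.757 with an SD of 0.0202. This range lay below that of the 0-hour pairs. Within the wildtype, r between 0 and 3 hours was 0.91, and single pairs gave 0.805 to 0.886. Within the H3 shutoff strain, r between 0 and 3 hours was 0.857, and single pairs gave 0.775 to 0.847. The fall in r between the strains remained under every alternative. When only the central part of each fragment was counted, which moved the 3-hour value most, it was 0.68.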

When both strains were grown in dextrose, which results in histone H3 depletion in the shutoff strain, the correlation between the nucleosome occupancy profiles of the wildtype and H3 shutoff strains was lower, as expected (Figure 1C).

### Defined subsets of nucleosomes are susceptible to changes in occupancy and/or position following H3 depletion

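The authors' deposited calls held between 55959 and 66048 nucleosomes per library, with a median of 60 to 70 read centers each. Calling nucleosomes again from the fragments by the procedure in the methods placed a center at most 2 bp from between 98.1% and 99.0% of the deposited centers. The density maxima were taken one after another, and the density within the protected length around each was set to 0 before the next was taken.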

To identify changes in specific nucleosomes, we determined the position and occupancy of individual nucleosomes in each replicate at each time point (Materials and Methods). We used a slightly modified version of previously proposed definitions for measuring nucleosome positions and occupancies [14] that relies upon the midpoint of the paired-end reads or the center of the extended single-end reads (the “nucleosome dyad”) when examining nucleosome position and occupancy (Materials and Methods; Figure 2A). This method reduces positional noise that might be introduced from MNase producing fragments of varying lengths.

**Figure 2:**
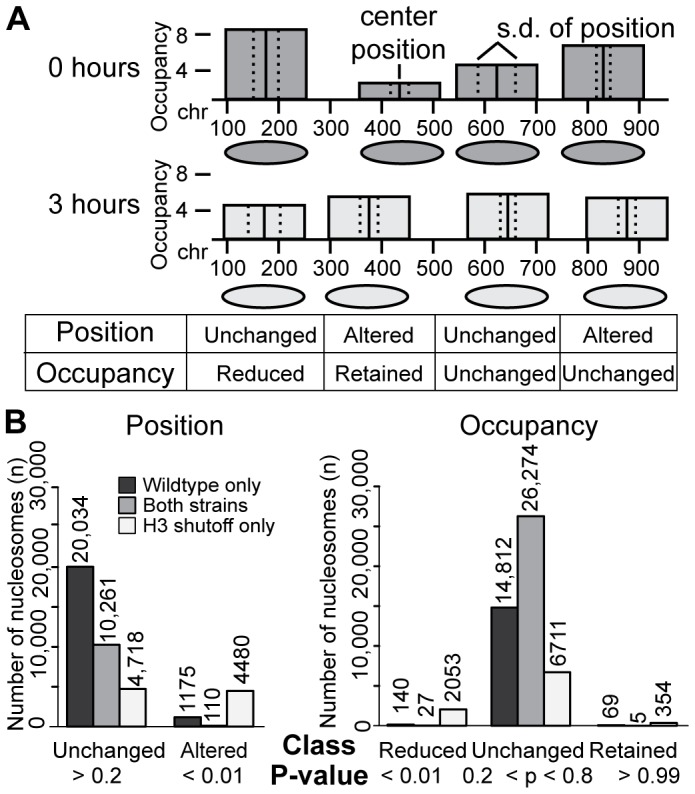
A subset of nucleosomes demonstrate behaviors specific to H3 depletion. (A) Schematic representation of the nucleosome classification method. Nucleosomes were classified based on changes in center positions and changes in read center counts between 0 hours and 3 hours (Materials and Methods). (B) Classification of nucleosomes. The number of nucleosomes in each classification that occur in only the wildtype strain 3 hours after the shift to Galactose (black); only the H3 shutoff strain (white); and those classified identically in both strains (gray) is shown. Only the H3 shutoff-specific nucleosomes (white) were used in subsequent analyses. The total number of nucleosomes that could be classified in each category are as follows: wildtype, 43,508; H3 shutoff, 38,955; classified in both, 28,717.

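The classification was repeated on the deposited calls of 2 replicates per strain. Within each culture, nucleosomes at 0 and 3 hours that overlapped by at least 30 bp and had more than 5 read centers at each time were compared, with Bonferroni correction over the nucleosomes compared. A class was assigned under a corrected p of 0.01, or over 0.2 for unchanged, and kept where both replicates had it. Nucleosomes of the replicates were matched within 73 bp of each other at 0 hours. In the wildtype 55613 nucleosomes were classified, in the H3 shutoff strain 51173, and in both strains 46106. Centers at 0 and 3 hours within 50 bp, in place of the overlap, moved the last count to 24180, the largest move among the alternatives.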

Changes in each nucleosome's position between the 0- and 3-hour time points were assessed using the t-test on the distribution of the read centers. 

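Read centers of each matched nucleosome at 0 and 3 hours were compared within each culture. In H3 shutoff replicate 3 the test gave 21602 nucleosomes of altered position among 58451 tested, and in replicate 4 it gave 24301 among 59346. In the wildtype 6484 of 61052 were altered in replicate B and 5993 of 61487 in replicate C. Each test treats the read centers of one nucleosome as independent values and carries no error between cultures. Each H3 shutoff culture had more altered positions than both wildtype cultures.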

The nucleosome position was then classified as being “altered” or “unchanged” based on the resulting p-value. Nucleosomes with borderline p-values were placed in a “no call” category and not used for the downstream analyses (Materials and Methods; Figure S3). 

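The authors' calls list the standard deviation of the read centers of each nucleosome, the measure of its fuzziness. Its median per library in the wildtype was 27.5 bp at 0 hours in both replicates and 28.0 and 28.1 bp at 3 hours in replicates B and C. In the H3 shutoff strain it rose from 33.2 to 37.4 bp in replicate 3 and from 32.7 to 37.3 bp in replicate 4. The mean rise was 4.39 ± 0.273 bp (SD, n = 2 cultures) in the H3 shutoff strain and 0.526 ± 0.0391 bp (SD, n = 2) in the wildtype (exact two-sided permutation test, p = 0.333, the smallest p possible). Nucleosomes with more than 20 read centers gave 4.41 and 0.605 bp.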

The use of the t-test allowed us to account statistically for the “fuzziness” of each individual nucleosome. We note that p-values represent the confidence that an observation differs from the null expectation, not the degree to which an observation is biologically relevant.

Changes in each nucleosome's occupancy were assayed using the binomial distribution test on the number of read centers that fell within a 100-bp window centered on the nucleosome's consensus dyad. We stress that our experimental approach did not allow absolute nucleosome occupancy calculations, so the occupancy at a given location is in effect measured relative to all other nucleosomes in the same experiment. 

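The binomial test, with a probability of 0.5 for equal depth, assigned 1436 nucleosomes to reduced and 923 to retained occupancy in H3 shutoff replicate 3, and 1614 and 2487 in replicate 4. In the wildtype it assigned 1470 and 906 in replicate B and 218 and 243 in replicate C. The number reduced in wildtype replicate B thus lay between those of the H3 shutoff cultures, and the wildtype replicates differed from each other by more than the H3 shutoff replicates did in this class. These tests cover counting error only. An error between replicates was added by counting read centers in 100-bp windows around the 61670 nucleosome centers found in all 8 libraries pooled, which held 72.8% of all read centers with a median of 51 per window and library. The 59613 windows with at least 80 read centers in the 8 libraries together were tested with edgeR's quasi-likelihood test, culture as a block and equal library sizes. At a Benjamini-Hochberg adjusted p under 0.05, 13361 windows fell and 3128 rose from 0 to 3 hours in the H3 shutoff strain, and 696 fell and 291 rose in the wildtype. Whether most H3 shutoff calls were falls or rises depended on the scaling. Without further scaling 81.0% of them fell, and the median log2 change over all windows was -0.36. TMM normalization, which moved that median to -0.02, gave 4487 falls and 6298 rises. Of these 10785 calls, 7614 were also called without scaling and in the same direction. The DESeq2 Wald test with its own size factors gave 245 falls and 983 rises. In 200-bp tiles laid across the genome without regard to nucleosomes, 53.8% of the 6299 calls fell.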

Nucleosomes were classified as “preferentially reduced” (decreased occupancy relative to other nucleosomes), “unchanged” (similar occupancy relative to others), or “preferentially retained” (increased relative occupancy). Nucleosomes with borderline p-values were placed in a separate “no call” category, similar to the position classification (Figure S3).

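Both H3 shutoff replicates gave the same class to 23708 nucleosomes of unchanged and 13795 of altered position, and to 405 of reduced, 45799 of unchanged and 385 of retained occupancy. In the wildtype both replicates gave 46306 unchanged and 1848 altered positions, 51 reduced, 52440 unchanged and 28 retained occupancies. The requirement had a large effect on the occupancy classes. With a class in at least 1 of the 2 replicates and not the opposite one in the other, 2540 nucleosomes were reduced in the H3 shutoff strain and 1506 in the wildtype.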

Nucleosomes that were classified identically in two or more replicates were selected as being “reliably characterized” (Materials and Methods; Figure S3). 

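After removal of the nucleosomes in the same class in the wildtype, the H3 shutoff strain had 13435 nucleosomes of altered position, 5040 of unchanged position, 404 of reduced occupancy, 6754 of unchanged occupancy and 384 of retained occupancy. A nucleosome with altered position was assigned to both strains in 360 cases, and 1 reduced and 1 retained nucleosome were shared. Among the 404 reduced nucleosomes the median number of read centers fell from 117 to 39 in replicate 3 and from 112 to 34 in replicate 4, a median log2 change of -1.60 and -1.63. Among the 384 retained ones it rose from 36.5 to 119 and from 42 to 141.5, a median log2 change of 1.67 and 1.79. The median shift at the nucleosomes of altered position was 62.9 bp in replicate 3 and 63.9 bp in replicate 4, and 83.2% of them shifted in the same direction in both.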

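The change in carbon source can also be removed by testing whether the change from 0 to 3 hours differed between the strains in the window counts. At an adjusted p under 0.05 this difference was negative in 9887 windows and positive in 2779, of the 12666 windows in which it was called. Whether most calls were negative or positive depended on the scaling here as well. TMM normalization gave 3490 negative and 5321 positive windows, and DESeq2 with its own size factors 34 and 787. The named windows have the largest difference in each direction among those with the same direction in both H3 shutoff cultures. The lowest value was at 164052 to 164151 on chromosome 2 (log2 difference -4.95, standard error 1.53, adjusted p = 0.0315). Its read centers went from 16 to 0 in replicate 3 and from 5 to 1 in replicate 4, and from 8 to 31 and 14 to 14 in wildtype replicates B and C. At 447619 to 447718 on chromosome 4 the difference was -4.56 (standard error 1.47, adjusted p = 0.0367), with 12 to 3 and 16 to 1 read centers in the H3 shutoff cultures and 0 to 20 and 17 to 23 in the wildtype. At 150243 to 150342 on chromosome 12, within 300 bp of YLL001W, it was -4.52 (standard error 1.06, adjusted p = 0.00895). Fold changes at so few read centers depend on the prior count of the fit. The first was -3.16 without H3 shutoff replicate 3 and -7.99 without replicate 4, and the second -10.1 without wildtype replicate C. With TMM normalization the adjusted p of the first and second of these windows was 0.0518 and 0.0596. The highest value was at 704663 to 704762 on chromosome 12, within 300 bp of YLR279W, YLR280C and YLR281C (log2 difference 3.70, standard error 0.882, adjusted p = 0.00973). Read centers there went from 12 to 40 and from 13 to 51 in the H3 shutoff cultures and from 20 to 5 and 10 to 3 in the wildtype. The other two positive differences were on chromosome 2, at 799444 to 799543 (log2 difference 3.398, adjusted p = 0.00198) and 811997 to 812096 (3.34, adjusted p = 0.00198). The larger part of each came from a fall in the wildtype, with log2 fold changes of -2.40 and -1.81 there against 1.00 and 1.54 in the H3 shutoff strain. At the former, read centers went from 96 to 11 and 60 to 18 in the wildtype and from 67 to 118 and 62 to 141 in the H3 shutoff cultures. At the latter they went from 40 to 17 and 63 to 12, and from 67 to 185 and 52 to 160. The latter lies close to the end of the chromosome, whose last fragment ends at 813170, and more read centers near chromosome ends were seen at 3 hours in the H3 shutoff strain.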

By comparing nucleosomes that were reliably characterized in both the wildtype and H3 shutoff experiment, we were able to remove nucleosomes for which the behavior could be attributed to the change in carbon source (Figure 2B and Figure S3). All further analysis was performed only with the “H3-depletion dependent” set of nucleosomes. The source code for all of the custom nucleosome calling tools can be found at http://sourceforge.net/p/callnucleosomes.

As an illustration of our nucleosome calls, we produced a graphical representation of the nucleosome structure surrounding *PHO5*, which had been previously shown to have altered chromatin and increased transcription following H3 depletion [1], and *IDP2*, a gene with increased transcription following H3 depletion (Figure S4 and Figure S5). 

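IDP2 (YLR174W) lies on chromosome 12 from 504593 to 505831 in Table S3. The PHO5 locus was not analyzed here. In the H3 shutoff libraries at 0 hours, the authors' calls placed nucleosome centers at -176 and -178 bp from the listed start (replicates 3 and 4), at -7 and -8 bp, at 172 and 161 bp, and at 357 and 342 bp. At 3 hours this stretch held 1 center fewer in each library, with centers at -97 and -95 bp, at 80 and 79 bp, and at 382 and 380 bp. In the wildtype the centers at 3 hours were at -179 and -178, -10 and -8, and 154 and 157 bp in replicates B and C, at most 10 bp from those at 0 hours. The next center went from 354 to 335 bp in replicate B and from 337 to 320 bp in replicate C. The 100-bp window centered at -179 bp lost read centers in the H3 shutoff strain, from 92 to 26 in replicate 3 and from 79 to 20 in replicate 4 (log2 fold change -1.89, standard error 0.249, adjusted p = 0.00046 from edgeR's quasi-likelihood test). In the wildtype the counts went from 84 to 120 in replicate B and also rose in replicate C, from 93, and the difference between the strains was -2.21 (adjusted p = 0.002). At -10 bp the H3 shutoff counts went from 113 to 25 and from 125 to 40, a log2 fold change of -1.88 (standard error 0.307, adjusted p = 0.000935), and the difference between the strains was -1.60 (adjusted p = 0.0121). The wildtype counts there went from 190 to 215 in replicate B and from 194 to 112 in replicate C. At 157 bp the log2 fold change was -1.01 (adjusted p = 0.00529), which was past 0.05 without scaling but not with TMM normalization (adjusted p = 0.0721) or DESeq2 (0.371). At -354 bp it was 1.47 (adjusted p = 0.00819), with 2.45 in the fit without replicate 3 and 0.90 without replicate 4. The adjusted p of this window was 0.152 without the block for culture, and its difference between the strains, 0.54, had an adjusted p of 0.478. At -540 and 342 bp the log2 fold changes were -0.50 and -0.66 (adjusted p = 0.226 and 0.0458). The wildtype log2 fold change at 342 bp was -0.58, and the difference between the strains there was -0.08 (adjusted p = 0.878).

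**Figure D2:**
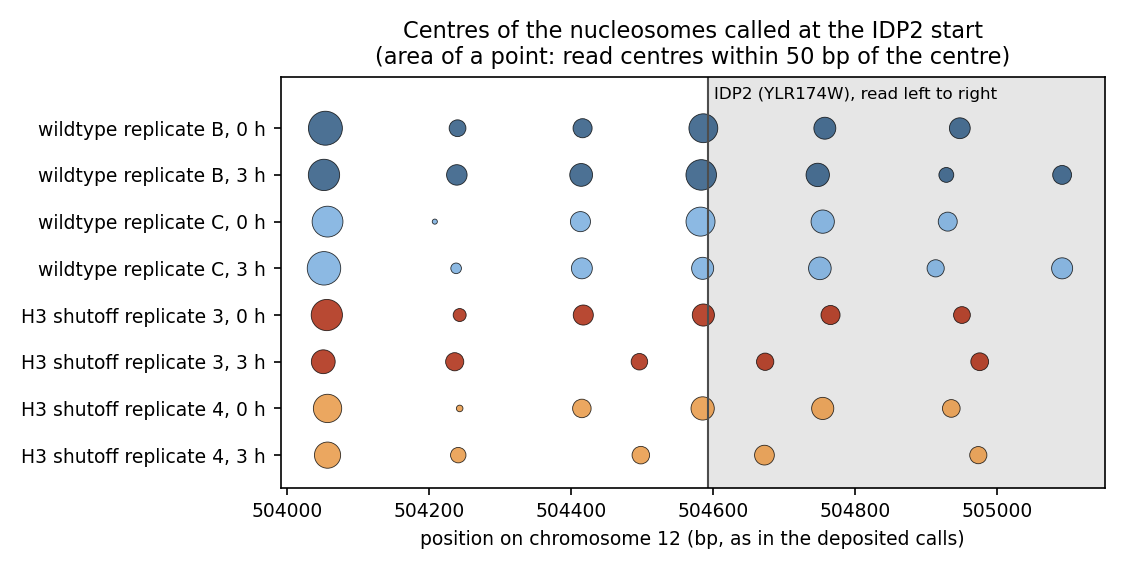
Centers of the nucleosomes the authors called at the start of IDP2 in each of the 8 libraries (x axis, position on chromosome 12 in bp). The area of a point gives the read centers within 50 bp of the center, and the gray area is the listed gene. Centers at -97 and -95 bp appear in the H3 shutoff libraries at 3 hours, in place of those at -176 and -178 bp at 0 hours.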

After H3 shutoff, a new nucleosome configuration was observed upstream of both genes.

### Preferentially lost nucleosomes tend to occur at gene promoters and to be acetylated

We sought to understand the factors that were responsible for the nucleosomes that were preferentially lost or retained or that responded to histone depletion by altering their positions. We compared each of the five classes of nucleosome changes (“position altered”, “position unchanged”, “occupancy reduced”, “occupancy unchanged”, and “occupancy retained”) to genome annotations and to previously published ChIP-chip or ChIP-seq experiments, including *in vivo* maps of histones, histone modifications, histone variants, and DNA-associated proteins (Figure 3 and Figure S6 and Table S1). Nearly all of the published data we used was obtained under standard growth conditions in dextrose, which matches the growth conditions of our strains upon the initiation of the H3 transcriptional shutoff (Materials and Methods). Therefore, the published datasets offer a reasonable representation of the chromatin landscape during histone depletion. We note that while our data has single-base pair technical resolution, the resolution of the published datasets varies (see Figure 3). Therefore statements about nucleosomes lacking or harboring a specific histone modification or other property should be interpreted with this in mind.

**Figure 3:**
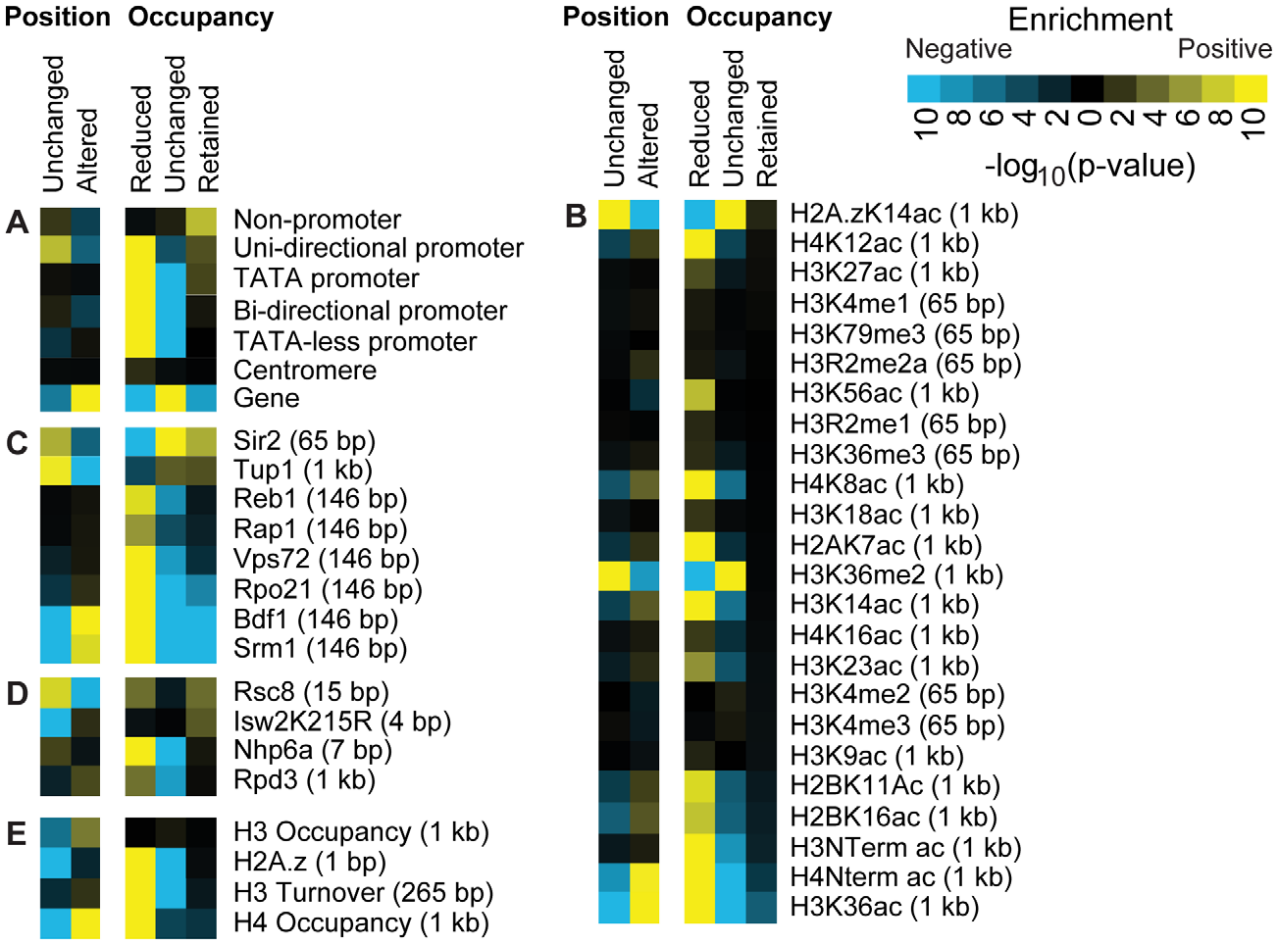
Histone acetylation is associated with reduced nucleosome occupancy. The positive (yellow) or negative (blue) association of previously published genome-wide data sets and genome annotations with nucleosome change categories (Materials and Methods). (A) Genome annotations, (B) histone modifications, (C) transcription-associated proteins, (D) chromatin remodelers and (E) histone occupancy. The number in parenthesis indicates the resolution of the detection platform in the data set used for comparison.

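Read centers were counted in the 300 bp upstream of the listed transcript start and in the gene body, from 500 bp after the start to 300 bp before the end, of 939 genes with at least 20 read centers in each window in every 0-hour library. The median log2 change of the upstream windows from 0 to 3 hours was -0.11 and -0.15 in H3 shutoff replicates 3 and 4, and 0.33 and 0.13 in wildtype replicates B and C. In the gene bodies it was 0.08 and -0.01 in the H3 shutoff strain and -0.05 and -0.04 in the wildtype. Upstream minus gene body was -0.13 and -0.11 in the H3 shutoff cultures, a mean of -0.12 ± 0.02 (SD, n = 2 cultures), and 0.37 and 0.16 in the wildtype, a mean of 0.27 ± 0.15 (SD, n = 2). The strains did not overlap (exact two-sided permutation test, p = 0.333, the smallest p that 2 cultures against 2 allow). An upstream window of 150 bp moved the H3 shutoff mean most, to -0.44, in 357 genes. Only 403 of the 939 upstream windows were free of other listed genes, while the paper defines promoters as untranscribed. In those, upstream minus gene body was -0.15 and -0.17 in H3 shutoff replicates 3 and 4, and 0.41 and 0.25 in wildtype replicates B and C. No enrichment of the classes was computed here.

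**Figure D3:**
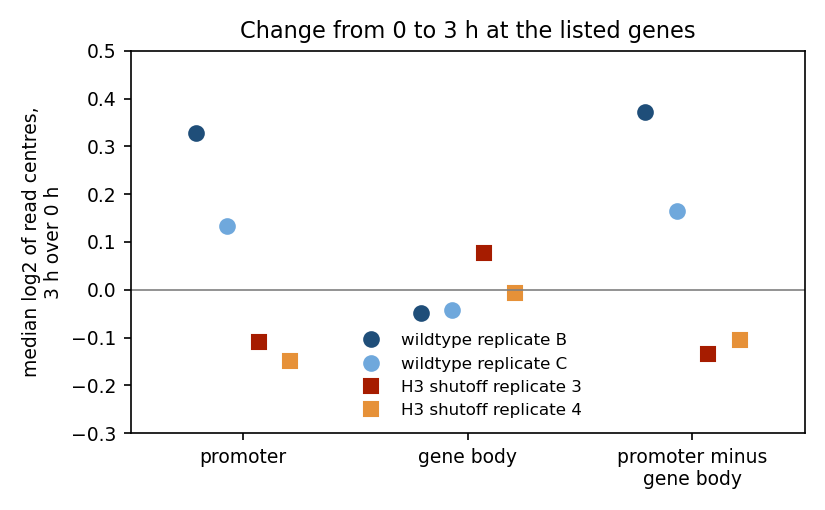
Median log2 change in read centers from 0 to 3 hours (y axis) upstream of the listed genes, in their gene bodies and for upstream minus gene body (x axis), 1 point per culture. Circles are the wildtype and squares the H3 shutoff strain. Upstream minus gene body is 0.37 and 0.16 in the wildtype and -0.13 and -0.11 in the H3 shutoff strain.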

Upon histone H3 depletion, reduced-occupancy nucleosomes tended to occur in promoter regions, while nucleosomes in the gene bodies were associated with unchanged occupancy (Figure 3A). Consistent with this, a mark associated with transcriptional elongation, H3K36me2, was strongly enriched on nucleosomes classified as “position unchanged” or “occupancy unchanged” (Figure 3B). H3K36me2 has been proposed to contribute to increased nucleosome stability in the wake of RNA Polymerase II (RNA Pol II) transcription via the recruitment of the histone deacetylase (HDAC) Rpd3 [15], [16].

Consistent with nucleosome destabilization due to histone acetylation, “altered position” or “reduced occupancy” nucleosomes were enriched for 14 of the 16 of the histone acetylation marks we examined (p<0.01) (Figure 3B). Acetylated nucleosomes are generally less stable than those that are not acetylated [17]–[19], so it follows that acetylated nucleosomes would be more susceptible to changes following H3 depletion. We also found that nucleosomes with reduced occupancy or altered position tended to exhibit high replication-independent turnover rates (Figure 3E and Figure S7) [20], suggesting that the more dynamic histone-DNA interactions at these locations result in a relative loss under histone-limiting conditions.

### The conserved co-repressor Tup1 is associated with stable nucleosome positions and occupancy, while Bdf1, Rap1, and Reb1 binding are associated with nucleosome loss

We compared the H3-depletion responsive nucleosomes to previously published genome-wide data for several transcription factors, including Bdf1, Rap1, Reb1, and Tup1 [21], [22]. Sites of Bdf1, Rap1, and Reb1 binding were all associated with reduced nucleosome occupancy following H3 depletion, which is consistent with the known ability of these proteins to displace nucleosomes (Figure 3C).

In contrast, Tup1 is a known transcriptional repressor that can recruit histone deacetylases (HDACs) [23]–[26]. Sites of Tup1 binding were associated with “position unchanged” and “occupancy retained” or “occupancy unchanged” nucleosomes (Figure 3C). These results support the hypothesis that Tup1 represses transcription by stabilizing nucleosome position and occupancy [21], [27].

### Isw2 is associated with the unique combination of retained occupancy and altered position, providing evidence for its biochemical activity *in vivo*

Isw2 is an ATP-dependent chromatin remodeler that positions nucleosomes at the 5′ and 3′ ends of genes by binding to both the histone octamer and DNA [28], [29]. ISW2 is known to catalyze the centering of a nucleosome on a DNA substrate *in vitro* [30], [31]. Based on the distribution of catalytically inactive Isw2 enzyme (Isw2K215R) [32], Isw2 is associated with the unique combination of “occupancy retained” and “position altered” nucleosomes in our experiment. This is in contrast to most other factors associated with “occupancy retained” nucleosomes, which are typically classified as “position unchanged” nucleosomes (Figure 3D).

Based on its biochemical nucleosome-centering activity [30], [31], we hypothesized that Isw2 may help retain nucleosome occupancy by stabilizing histone-DNA interactions, while at the same time causing the position of bound nucleosomes to be especially sensitive to the loss of an adjacent nucleosome. Adjacent nucleosome loss could provide free DNA for the nucleosome centering activity of ISW2. Consistent with this hypothesis, of the 653 nucleosomes bound by Isw2K215R and classified as “position altered”, 429 move in the same direction in all 4 replicates, while another 142 shift in the same direction in 3 of the 4 replicates, indicating that for over 85% of the affected nucleosomes there is a clear directionality to the Isw2-associated shift *in vivo* (Figure S8A). The shift in position of these Isw2-bound nucleosomes was strongly associated with a decrease in nucleosome occupancy within 600 bp of the direction of the positional shift (p = 6.9E−11). In other words, the Isw2-bound nucleosomes consistently shifted specifically in the direction of a nearby, lost nucleosome. In contrast, Isw2-bound nucleosomes that do not change position are associated with adjacent “occupancy retained” nucleosomes (p = 0.059) and are not associated with a reduced occupancy of adjacent nucleosomes (p = 1), suggesting that a loss of adjacent nucleosomes is required for ISW2-mediated positional changes (Figure S8B, S8C). Fully consistent with the known *in vitro* activity of ISW2, the “linker” length (distance to the next mapped nucleosome) increased both upstream and downstream of Isw2-bound nucleosomes following nucleosome depletion such that the Isw2-bound nucleosomes became centered on the new local DNA substrate. While the ability of Isw2 to slide nucleosomes *in vivo* has been demonstrated previously [33], our result suggests that under conditions of lowered nucleosome density, Isw2 acts to create regularly-spaced nucleosomal arrays *in vivo*. We note that position-altered nucleosomes not bound by the mutant Isw2K215R as described in [32] were also centered, suggesting that wildtype Isw2 or another remodeling enzyme may center nucleosomes on newly-created gaps during genome-wide histone depletion (Figure S8D).

“Position altered,” Isw2-bound nucleosomes tended to contain the histone variant H2A.z (p<0.01) relative to all Isw2-bound nucleosomes [34], while Isw2-bound nucleosomes that were stably positioned were enriched for Tup1 (p<0.001) and Rsc8 (p<0.0001) binding relative to all Isw2-bound nucleosomes. Tup1 has previously been shown to localize independently to Isw2-bound regions, suggesting that the two proteins may work independently to maintain nucleosome position [35]. Taken together, these patterns suggest that Isw2's centering function *in vivo* may be aided by incorporation of H2A.z and restricted by Tup1 and Rsc8.

### Nhp6a is associated with preferential loss of nucleosomes specifically in transcribed regions

Nhp6a is an HMG-group protein known to associate with chromatin (reviewed in [36]). Loss of Nhp6a interferes with conditional gene activation [37] and has been reported to stabilize nucleosomes at promoters [38]. Human HMGB1 aids in depositing nucleosomes on a DNA template *in vitro* [6], and deletion of both Nhp6a and Nhp6b in *S. cerevisiae* results in a 20–30% decrease in histone levels *in vivo* [6], suggesting that Nhp6a/b functions in regulating nucleosome stability or deposition.

We found that previously measured Nhp6a binding was associated with nucleosomes that were preferentially lost in our experiments following H3 depletion (Figure 3D) [38]. This is generally consistent with a role for Nhp6 in nucleosome destabilization or deposition. To investigate if Nhp6a has different functions in promoters and gene bodies, we divided nucleosomes affected by H3 depletion into nucleosomes that fell into intergenic or genic regions using annotations from a recent study on the transcribed portion of the yeast genome [13]. For 23 of the 40 data sets shown in Figure 3, the pattern of association with nucleosome behavior was similar between the intergenic and genic regions. That is, factors that were enriched or depleted in a given classification category were enriched or depleted, respectively, in both the intergenic and genic regions. However, the chromatin remodelers Rsc8, Isw2, and Nhp6a were among those that that showed the most striking differences in nucleosome behavior in intergenic regions versus gene bodies (Figure S9 and Table S2). Nhp6a binding was weakly associated with the “occupancy reduced” class in intergenic regions but was strongly associated with the “position altered” and the “occupancy reduced” classes in transcribed regions. This is consistent with a function for Nhp6a in nucleosome incorporation [6] and suggests that areas to which Nhp6a is recruited in transcribed regions may be especially sensitive to a reduction in the available histone pool.

We found that the nucleosomes with reduced occupancy following Nhp6a/b deletion according to [6] were not the same as the nucleosomes classified as “reduced occupancy” in our study after H3 depletion. Only 299 out of the ∼7000 nucleosomes with reduced occupancy following Nhp6a/b deletion in [6] were held in common with the ∼2000 nucleosomes classified as reduced occupancy in our study, suggesting that the mechanisms underlying nucleosome loss in the two experiments are distinct. To examine this more closely, we compared the average Nhp6a binding from [38] to changes in nucleosome occupancy due to H3 depletion (this study) or to changes in nucleosome occupancy due to the absence of Nhp6a/b [6]. While there is a connection between Nhp6a binding and changes in occupancy following H3 depletion in our study (Figure S10A), a connection between Nhp6a binding and nucleosomes lost in in the Nhp6a/b deletion was not apparent (Figure S10C). Similarly, a significant enrichment for Nhp6a binding was found at nucleosomes that belonged to our “reduced occupancy” class (compared to all of the nucleosomes with classified occupancies following H3 depletion; p<1E−15; Figure S10B). However, there was only a weak association between Nhp6a binding and nucleosomes lost in in the Nhp6a/b deletion strain (p = 0.004; Figure S10D).

### DNA sequence has a greater influence on nucleosome occupancy after histone H3 depletion

The influence of DNA sequence on nucleosome occupancy has been determined directly by *in vitro* reconstitution of nucleosomes using naked yeast DNA [8], [39]. We compared genome-wide nucleosome occupancy in wildtype and H3 shutoff cells to nucleosome occupancy measured in nucleosome reconstitution experiments. At 0 hours, both wildtype and H3 shutoff cells showed similar correlations to *in vitro* nucleosome reconstitution (r = 0.69 and 0.67, respectively). After 3 hours in dextrose, the wildtype correlation to the *in vitro* data decreased (r = 0.59), but the H3 shutoff strain's correlation increased (r = 0.75; Figure 4A). To confirm that the decreased correlation in dextrose-grown wildtype cells was not specific to our experiment, we compared the correlation between cells grown in galactose and dextrose to the *in vitro* data from an independent strain and data set [8]. A similar decrease in correlation with *in vitro* data was observed between galactose-grown (r = 0.774) and dextrose-grown (r = 0.716) yeast (Figure S11). This suggests that nucleosome occupancy during growth in galactose (as opposed to dextrose) is more similar to the organization observed *in vitro*. More relevant to our study, H3 depletion *in vivo* (which in this case occurs in dextrose) results in a chromatin organization that is much more similar to the *in vitro* configuration than cells with the normal complement of nucleosomes grown in either dextrose or galactose.

**Figure 4:**
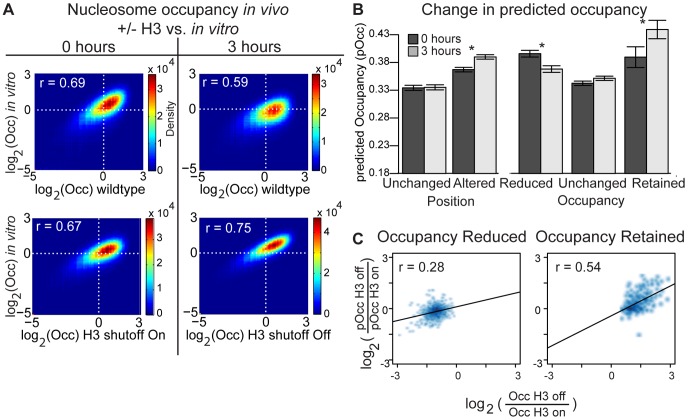
DNA sequence contributes to nucleosome occupancy changes following H3 depletion. (A) *In vivo* nucleosome occupancy versus previously published *in vitro* nucleosome occupancy genome wide [8]. The occupancy values were normalized as in [8], and log_2_ values are plotted. (B) Changes in the DNA sequence-based predicted occupancy (“model score” from [8]) at nucleosomes in the indicated categories at the 0 hour (dark gray) and 3 hour (light gray) nucleosome positions. The error bars indicate the standard error, and pairs marked with an * are significantly different at a p-value<0.001. (C) The degree of nucleosome occupancy reduction or retention following H3 depletion correlates with the DNA-sequence based predictions of change in nucleosome occupancy. Nucleosomes classified as “occupancy reduced” or “occupancy retained” are plotted. Because a position change is required for an alteration in predicted occupancy, nucleosomes classified as “position unchanged” were not included. pOcc = Occupancy prediction from [8]; Occ = occupancy in H3 shutoff strain.

We next used a previously published DNA sequence-based model of nucleosome occupancy [8] to determine if the changes in a given nucleosome's position or occupancy after H3 depletion were influenced by the underlying DNA sequence. By definition, occupancy predictions based on DNA-sequence can change only if the nucleosome's position changes. Therefore, we calculated the change in a nucleosome's predicted occupancy based on its position before and after H3 depletion. As expected, the DNA-predicted occupancy value did not change at nucleosomes classified as having unchanged positions because the coordinates for the before and after locations were virtually identical. However, among the “position altered” nucleosomes, there was an average increase in the predicted occupancy at the position following histone depletion relative to the starting position (Figure 4B).

Approximately 25% of the occupancy-altered nucleosomes (reduced or retained) also showed a significant position change following H3 depletion. 

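Of the 788 nucleosomes whose occupancy was reduced or retained in the H3 shutoff strain and not in the same class in the wildtype, 304 also had an altered position, 38.6% (exact 95% binomial interval 35.2% to 42.1%, which covers counting error only). The share depended on how nucleosomes at 0 and 3 hours were paired. With centers within 50 bp of each other it was 4.32% (15 of 347), the largest move among the alternatives. A class in at least 1 of 2 replicates gave 32.6%. Each H3 shutoff culture alone gave a higher share, 47.5% without replicate 3 and 43.5% without replicate 4. These shares are of all reduced and retained nucleosomes of the culture, without removal of wildtype classes, so they are not of the same form.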

At these nucleosomes, the average predicted occupancy for the “before” and “after” positions corresponds with the actual observed change in nucleosome occupancy (Figure 4B). To see if this trend extended to all of the nucleosomes with altered occupancy, we examined the change in the actual and predicted occupancies for all of the nucleosomes classified as having altered occupancy and having any degree of shift in position (this group included all position classifications other than “position unchanged”, including “no call”). For both reduced and retained occupancy nucleosomes, the degree of nucleosome reduction or retention *in vivo* correlated with the degree of change in the DNA sequence-predicted nucleosome affinity (Figure 4C). In a recent study that examined nucleosome loss due to Nhp6a/b depletion, the underlying nucleosome-affinity of the DNA also corresponded with changes in nucleosome occupancy [6]. Thus, there is strong evidence that under conditions of limiting histone concentrations, DNA sequence contributes directly to changes in nucleosome occupancy *in vivo*.

### Decreased nucleosome occupancy in promoters following H3 depletion results in increased gene expression

We next revisited the hypothesis that gene expression changes in response to histone depletion are rooted in changes in chromatin organization [1], [3]–[5]. We used RNA-seq to quantify the relative abundance of transcripts from wildtype and H3 shutoff cells after 3 hours in dextrose. Our RNA-seq measurements of relative expression correlated well with previously published microarray experiments from H4-depleted cells, despite differences in histone-depletion methodology and RNA detection methods (r = 0.66 for expression arrays vs. RNA-seq RPMK). We used a BioConductor package, EdgeR, to analyze the RNA-seq data [40]. We detected 2453 de-repressed genes following histone depletion, compared to the 888 that were previously identified [5]. The number of genes with significantly decreased transcript levels following H3 depletion was 753 in this study, compared to the 569 reported previously for H4 depletion (Table S3) [5]. Thus, the increased sensitivity of RNA-seq identified nearly half of yeast genes as having higher expression due to H3 depletion, three times the previous estimate.

We divided the yeast genes into three groups based on expression changes: increased, normal, and decreased. 

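Changes in the 300 bp upstream of 1353 listed genes were compared with the paper's log2 fold change of expression in Table S3, of which a part was used here. The paper's RNA-seq measured both strains at 3 hours, so this fold change is between the strains at that time. The changes upstream are from 0 to 3 hours within a culture, which is a different comparison. Of the upstream windows, 513 were free of other listed genes. The genes were divided by the p-value of that table at 0.001 and the sign of the fold change. Upstream of the 560 genes with increased expression the median log2 change from 0 to 3 hours was -0.13 and -0.19 in H3 shutoff replicates 3 and 4, and 0.29 and 0.10 in wildtype replicates B and C. Upstream of the 650 genes whose expression did not pass that p-value it was -0.10 and -0.12 in the H3 shutoff strain and 0.25 and 0.11 in the wildtype. In both groups the strains were apart (exact two-sided permutation test, p = 0.333, the smallest p possible). Across genes, Spearman's rho between the upstream change and that fold change was -0.118 and -0.116 in the H3 shutoff cultures. In the wildtype it was 0.0166 and -0.0178. Pearson's r was -0.131 and -0.138 in the H3 shutoff cultures and 0.0367 and -0.0247 in the wildtype. Genes are not independent replicates, so no p-value was computed for these correlations, of which 8 were examined. With the genes past that p-value alone, the mean rho in the H3 shutoff strain was -0.168.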

In the promoters of genes with increased or normal expression following H3 depletion, we found an over-representation of “occupancy reduced” nucleosomes (Figure 5 and Figure S12). In contrast, nucleosomes in the promoters of genes with decreased or normal expression were not significantly associated with any class of H3-depletion response. 

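Upstream of the 143 listed genes with decreased expression, the median log2 change was 0.05 and 0.18 in H3 shutoff replicates 3 and 4, and 0.29 and 0.11 in wildtype replicates B and C. The ranges of the strains overlapped (exact two-sided permutation test, p = 0.667). With an upstream window of 150 bp, which left 37 of these genes, the wildtype mean was -0.12 and the H3 shutoff mean 0.14, so the direction in the wildtype depended on the window, and the strains no longer overlapped.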

In the gene body, genes with decreased expression tended to harbor “occupancy retained” nucleosomes, while those with increased expression harbored significantly fewer “occupancy retained” nucleosomes than expected (Figure 5 and Figure S12).

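In the gene bodies of the listed genes with decreased expression, the median log2 change was 0.28 and 0.19 in H3 shutoff replicates 3 and 4, and -0.32 and -0.18 in wildtype replicates B and C. The strains did not overlap (exact two-sided permutation test, p = 0.333, the smallest p possible). In the 409 genes with increased expression it was 0.01 and -0.07 in the H3 shutoff strain and 0.05 and 0 in the wildtype, which overlapped (exact permutation p = 0.667). In the 423 genes whose expression did not pass the threshold it was 0.11 and 0.03 in the H3 shutoff strain and -0.06 and -0.06 in the wildtype. With the whole gene as gene body, the mean of this last group in the H3 shutoff strain was -0.03, against 0.07. The same setting gave -0.10 and -0.12 in the H3 shutoff cultures and 0.014 and 0.021 in the wildtype for genes with increased expression, which no longer overlapped.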

**Figure 5:**
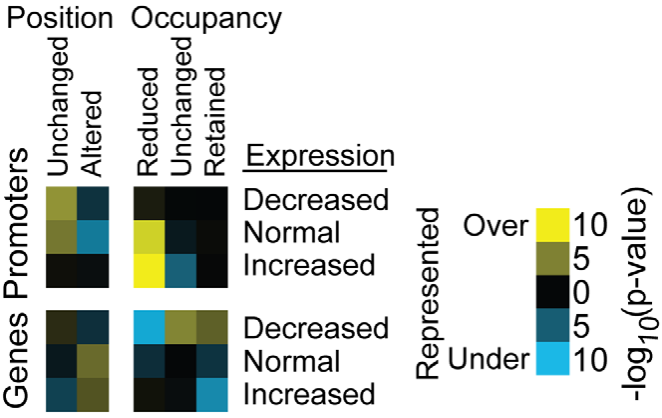
Nucleosomes with reduced occupancy are overrepresented in promoters of genes with increased expression following H3 depletion. The relationship between gene expression changes upon histone depletion (rows) and changes in nucleosome occupancy and position (columns). This relationship is shown for promoters, defined as the untranscribed region upstream of a gene, and genes, defined as the transcribed regions from [13].

## Discussion

The experiments described above support the following main conclusions: (1) Depletion of histone H3 levels causes a defined subset of nucleosomes to alter their position and/or occupancy *in vivo*. (2) Nucleosomes that are preferentially lost tend to be located at promoters, and this, in turn, leads to de-repression of downstream genes. (3) Isw2, an important ATP-dependent chromatin remodeler, is associated with stable nucleosome occupancy but altered position, especially when an adjacent nucleosome is destabilized. Such nucleosomal positioning shifts in the direction of the adjacent loss event are consistent with a nucleosome-centering activity for Isw2 *in vivo*, which to this point has been observed only *in vitro*. (4) Following nucleosome loss, the intrinsic DNA sequence preferences of nucleosomes have a greater influence on occupancy profiles, presumably due to reduced steric hindrance from adjacent nucleosomes. (5) Nhp6a is associated with preferentially lost nucleosomes in gene bodies. Deletion of Nhp6a/b causes a 20–30% reduction in histone abundance and altered transcription of approximately 10% of the yeast genome (fold-change >1.5 and p<0.05) [6]. However, the sets of nucleosomes that we identify as being sensitive to H3 depletion are largely separate from the set identified as being destabilized by the loss of Nhp6a/b. This implies that the nucleosome loss events observed in the two studies may occur by independent mechanisms.

Our approach used MNase-seq to map nucleosome position and relative occupancy before and after H3 depletion. One concern with using MNase to measure nucleosome position and occupancy is that the enzyme's ability to digest DNA can be influenced by the local histone occupancy, with regions of lower histone occupancy being more susceptible to MNase digestion. 

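The mean fragment length rose from 0 to 3 hours in all 4 cultures. It was 157.2 bp at 0 hours and 158.0 bp at 3 hours in H3 shutoff replicate 3, and 152.9 and 162.9 bp in replicate 4. In the wildtype it was 150.6 and 154.6 bp in replicate B and 146.0 and 156.0 bp in replicate C. The mean rise was 5.41 ± 6.50 bp (SD, n = 2 cultures) in the H3 shutoff strain and 7.03 ± 4.24 bp (SD, n = 2) in the wildtype, and the strains overlapped (exact two-sided permutation test, p = 0.667). The number of nucleosomes called went from 60253 to 57450 in H3 shutoff replicate 3, from 62470 to 55959 in replicate 4, from 64594 to 62848 in wildtype replicate B and from 66048 to 62228 in replicate C. The percent changes were -4.65 and -10.4 in the H3 shutoff cultures and -2.70 and -5.78 in the wildtype, which overlapped (exact two-sided permutation test, p = 0.667). The protected length around each called center follows the fragments. With the density set to 0 over the same length around every called center in all libraries, a setting chosen after seeing the data, the mean change was -4.19% in the H3 shutoff strain and 0.785% in the wildtype, and the strains no longer overlapped.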

Following H3 depletion, we observed increased smearing in the MNase-digested DNA fragments but saw no change in the average fragment length or the number of nucleosomes called by our algorithm. Thus, despite the increased sensitivity to MNase, the mononucleosome properties were equivalent to wildtype cells after adjusting the MNase concentration. The strong correlations to biologically relevant annotations provide additional evidence that the position and occupancy comparisons we make based on the data are informative.

We conclude that a combination of DNA-encoded nucleosome preference and chromatin composition regulate nucleosome occupancy and positional stability under conditions of limited histone protein availability. This, in turn, dictates which genes are most susceptible to a loss of regulatory fidelity. Most importantly, our data point to the factors likely to influence nucleosome stability under normal growth conditions, and to the specific genomic locations at which they are likely to act. This information serves as a platform for more detailed investigations into the mechanisms of nucleosome regulation.

## Materials and Methods

### Strains and growth conditions

Wildtype (YEF473A) and H3 shutoff (DCB200.1) cells were maintained on agar plates containing 2% galactose [11]. For experiments, the cells were grown in liquid media with the indicated carbon source. Logarithmically growing cells were diluted to an OD_600_ of 0.0375 in 1.25 L of fresh YPGal media (1% yeast extract, 2% peptone, 2% galactose) and grown for 16 hours. Cells were collected via suction filtration with a 0.2 µm filter and washed with approximately 100 mL YPD (1% yeast extract, 2% peptone, 2% dextrose) before being resuspended in 1.25 L of YPD media. After switching the carbon source, 1 L of cells was immediately transferred to a fresh flask containing formaldehyde for our “0 hour” MNase digested time point (next section). We added 750 mL of fresh YPD to the remaining 250 mL, and the cells were grown at 30°C with shaking for 3 hours prior to collection for the final time point.

### MNase digestion

After collection, the cells were crosslinked with formaldehyde, the cell wall was digested with lyticase, and the DNA was digested with a titration of MNase. The resulting DNA was electrophoresed on an agarose gel, and the mono-nucleosome band was excised for sequencing. See Text S1 for additional details. The raw sequencing data is available at GEO accession number GSE29291 (single-end sequences) and GSE29292 (paired-end sequences).

### RNA isolation and cDNA synthesis

RNA was isolated using the hot acidic phenol method [41] from wildtype and H3 shutoff cells grown as described above and transitioned to dextrose-containing media for 3 hours. RNA was further purified using the RNEasy Mini Kit (Qiagen 74104) to remove trace amounts of phenol. Ribosomal RNA was removed using the RiboMinus system (Invitrogen K155003). The quality of the RNA and the absence of ribosomal RNA were confirmed by gel electrophoresis. We then fragmented 4.5 µg of RNA using Ambion RNA fragmentation reagent (Ambion AM8740) at 70°C for 5 minutes and used the resulting RNA fragments as input for double-strand cDNA synthesis using a double-stranded cDNA synthesis kit (Invitrogen 11917-010) with random priming (Invitrogen 48190-011). The resulting cDNA was then prepared for Illumina sequencing. The raw RNA-seq data is available at GEO accession number GSE29293.

### Illumina GAIIx sequencing

Samples were prepared for either single-end (two H3 shutoff, one wildtype MNase-seq replicates, and three replicates each of H3 shutoff and wildtype RNA data) or paired-end (two H3 shutoff and two wildtype replicates) sequencing using established protocols (Text S1). All libraries were sequenced using an Illumina Genome Analyzer IIx.

### Mapping MNase reads

Reads were aligned to the sacCer1 build of the yeast genome using Bowtie v. 0.12.6 with default settings. Single-end reads were extended to the average fragment size in each experiment, which was calculated based on the distribution of reads on the Watson and Crick strands. Paired-end reads were required to have matching ends within 100–200 bases. Reads aligning to the rDNA locus (chr12 450,000–472,500) were removed. For analysis, all replicates were normalized with regard to sequencing depth by randomly selecting 5 million aligned reads per sample.

### Calling nucleosome position and occupancy

A read center density map was created for each experiment using the center point of each extended (single-end) or paired (paired-end) read. The read-center density map was Gaussian smoothed with a standard deviation (s.d.) of 10 bp and a window of 3 s.d. The overall dyad density was visualized for Figure 1 using Matrix2png [42]. To identify discrete nucleosomes, we repeated the following process: 1) The smoothed read-center density maximum was set as the center of a nucleosome. 2) The size of the region protected by the nucleosome was calculated as the average length of all extended/paired reads that covered the center base. 3) The s.d. of the nucleosome center in bases (the “fuzziness”) of the nucleosome was calculated using the number and locations of read centers that fell within the nucleosome's protected region. 4) The smoothed read-center density for all bases within one protected region of the nucleosome center was set to zero to prevent calling overlapping nucleosomes in successive rounds of nucleosome calling. 5) The nucleosome's occupancy was defined as the number of read centers falling within 50 bp on either side of the nucleosome center. This process was repeated until no additional nucleosomes could be called.

### Classifying nucleosome behavior

Nucleosome positions at 0 and 3 hours in each replicate were required to overlap by 30 bp, and the coverage in each case was required to be greater than 5 reads. The nucleosome center positions at 0 and 3 hours were subjected to a t-test, and a p-value was calculated. The occupancy was compared using the binomial distribution test on the number of read centers in the 100-bp window centered on the nucleosomes' respective centers. In both cases, the resulting p-values were Bonferroni corrected based on the total number of nucleosomes compared in that replicate. Nucleosomes for each replicate were classified as having either unchanged (p>0.2) or altered (p<0.01) position and reduced (p<0.01), unchanged (p>0.2 and <0.8), or retained (p>0.99) occupancy relative to the 0 hour position and occupancy. Nucleosomes with p-values between 0.01 and 0.2 or 0.8 and 0.99 were left unclassified (“no call”) and were not used in downstream analyses. Nucleosome classification was compared between replicates, and only nucleosomes that were similarly classified in two or more replicates were used for further analyses. In addition, occupancy categories were restricted to nucleosomes that were not oppositely classified in any replicates (i.e., no nucleosomes were considered that were classified as occupancy reduced and occupancy retained in different replicates). Nucleosomes exhibiting behavior that was dependent on histone H3 depletion were identified by comparing the wildtype and H3 shutoff strains and removing any nucleosomes that were similarly classified in the wildtype experiments.

### Enrichment/depletion analysis

The majority of data sets used for comparative analysis were also generated from cells grown in glucose at an OD600 of ∼1. If the growth condition in the study was substantially different, it is noted in parentheses. We compared the nucleosome classes to available genome-wide data sets for the following marks that were downloaded from ChromatinDB (www.bioinformatics2.wsu.edu/cgi-bin/ChromatinDB/cgi/downloader_select.pl) as bulk histone occupancy normalized data: H2AK7ac, H2BK11ac, H2BK16ac, H3K9ac, H3K14ac, H3K18ac, H3K23ac, H3K27ac, H4K8ac, H4K12ac and H4K16ac [43]; H3 N-terminal ac and H4 N-terminal acetylation [44]; H3K36me2 [45]; H2A.zK14ac [46]; H3K56ac [34], [47]; and H3 and H4 occupancy [48]. We also used H3K36ac [49] and H3K4me3 [50] data normalized to H3 occupancy from [48]. H3K4me2, H3K4me4, and H3R2me2a H3-normalized data is from [51]. H3 turnover data is from [20] (grown in raffinose and galactose). Sir2 data is from [52]. Tup1 data is from [21] (OD_600_∼0.6–0.8). Rpo21, Bdf1, Rap1, Reb1, Vps72, and Srm1 data is from [22]. Rsc8 data is from [53]. Isw2K215R data is from [32] (OD_600_∼0.7). Nhp6a data is from [38]. Rpd3 data is from [54]. High resolution H2A.z data is from [55]. For Figure 3 and Figure S7, the average enrichment of the comparison data for nucleosomes in each class was calculated. To calculate significance, the average enrichment for an identical number of nucleosomes selected from the entire set of H3 depletion-dependent nucleosomes was calculated 100 times, and the standard deviation of the random average was used to assign a z-score for the actual value. The data is reported as the −log_10_ of the p-value of the z-score (raw z-scores are available in Table S2 and Table S3).

### Comparison to Nhp6a/b depletion

H3-depletion affected histones identified in this study were compared to nucleosomes identified in a previous study in which Nhp6a and Nhp6b were deleted in a yeast strain [6]. To compare changes in occupancy between the two experiment sets, we used the log_2_ ratio of the Nhp6a/b deletion strain's score to the wildtype score for the Celona et al. data [6] and the previously described classification of H3-depletion dependent occupancy.

### RNA processing

RNA-seq reads from three biological replicates each of H3 shutoff and wildtype cells were mapped to the *S. cerevisiae* sacCer1 genome using Bowtie (v. 0.12.6.0) and TopHat (v. 1.1.0) with a maximum intron size of 1 kb. Samtools (v. 0.1.8.0) was used to determine read pileups at each base in the genome. The total coverage in bases reported as transcribed [13] was divided by the read length (28 bp) and was used as the coverage for determining differential gene expression using EdgeR [40]. Genes with a reported p-value<0.001 were considered to be differentially expressed.

### Histone depletion–dependent changes versus expression changes

The number of nucleosomes in each class that overlapped with each gene and upstream, non-transcribed region was determined. To calculate significance, a number of nucleosomes equal to those in the class were randomly chosen from all classified nucleosomes, and this subset was tested for overlap with the region. This was repeated 100 times, and the −log_10_ p-value of the z-score is reported.

## Supporting Information

Figure S1 Transition to dextrose silences *GAL-H3* transcription. (A) Wildtype (YEF473A; green) and H3 shutoff (DCB200.1; blue) strains grow at similar rates in media containing galactose. Values reported are the cell count relative to the 0 hour time point for each strain. (B) Although the H3 shutoff cells (red) undergo DNA synthesis, they arrest in large-budded phase prior to a complete cell division in dextrose-containing media while the wildtype cells (brown) continue to divide. All counts are reported relative to the 0 hour time point for each strain. See [11] for additional details. (C) After 3 hours in dextrose, H3 (*HHT2*) transcription is nearly silent compared to wildtype cells. Note that the transcription of the other histone proteins (H4: *HHF1* and *HHF2*; H2A: *HTA1* and *HTA2*; and H2B: *HTB1* and *HTB2*) is unaffected. Transcription of G6PDH (*ZWF1* in yeast) is not repressed in the H3 shutoff strain following the shift to dextrose. All bars indicate the average reads per thousand mapped tags (RPKM) from three RNA-seq experiments. The error bars indicate the standard error. (D) H3 protein levels were reduced to ∼50% of the original level after 3 hours in dextrose. A representative digital western blot image and the quantification of three blot replicates (bar plot) are shown. G6PDH was uniform over the time course in the H3 shutoff strain (normalized to the 0 hour time point). The reported H3 levels following nucleosome depletion are normalized to G6PDH at that time point prior to normalization against the 0 hour H3 level. The average of three replicates is reported along with the standard error.
(TIF) Click here for additional data file.

Figure S2 Experimental design for measuring effect of H3 depletion. (A) Cultures of either wildtype or H3 shutoff cells were initially grown to an OD_600_ between 0.8 and 1 in galactose media. (B) Cells were then isolated by filtration, rinsed with dextrose media, and resuspended at the original density in fresh dextrose media. A sample was removed for MNase digestion. (C) Cells were diluted 1∶4 in dextrose media and incubated at 30°C for 3 hours before being digested with MNase. (D, E) 0 hour MNase digest gels for wildtype and H3 shutoff cells. (F, G) MNase digest gels for wildtype and H3 shutoff cells after 3 hours in dextrose. No clear tri-nucleosome band is seen for H3 shutoff cells, and there is increased background smearing (Text S1, p<0.05). (H, I) Correlation coefficient for all wildtype experiments at 0 and 3 hours (A: single-end sequencing (red); B, C: paired-end sequencing (blue)). (J, K) Correlation coefficients for all of the H3 shutoff experiments at 0 and 3 hours [A, B: single end sequencing (red); C, D: paired end sequencing (blue)].
(TIF) Click here for additional data file.

Figure S3 Stringent identification of H3-depletion responsive nucleosomes. Nucleosomes were first classified in each replicate in H3 shutoff (“H3 Depletion Replicates”, top) and wildtype cells (“Wildtype Replicates”, bottom). Nucleosomes that behaved consistently in two or more replicates and met other quality-control measures (see Materials and Methods) were selected as behaving consistently (see “H3 Depletion Consistent” and “Wildtype Consistent” rows). Nucleosomes in the “H3 Depletion Consistent” classes that were not found in the “Wildtype Consistent” classification were selected as “H3 Depletion Dependent” nucleosomes and used for further analyses.
(TIF) Click here for additional data file.

Figure S4 Nucleosome rearrangements upstream of *PHO5* are linked to increased *PHO5* expression. (A) Independent MNase-seq experiments [8] in YPGal (black) and YPD (pink) at the *PHO5*/*PBY1* divergent promoter. (B) Nucleosome positions as called in [56] for comparison. (C) Southern blot probes used in [1], in which nucleosome occupancy upstream of the *PHO5* promoter was found to be disrupted. (D–G). Normalized nucleosome occupancy for each of our four H3 shutoff replicates in YPGal (blue, green, gray, and purple, respectively) and YPD (red, orange, bright green, pink, respectively) with the nucleosome position calls made by our algorithm shown below. Our algorithm identified either two (Reps A and C) or three (reps B and D) nucleosomes between DNase hypersensitivity sites 1 and 2 (HS1 and HS2, shown in A). Numbering nucleosomes backwards from the *PHO5* gene, the −1 and −2 nucleosomes that flank HS1 were relatively unaffected by the histone shutoff, but nucleosomes −3 through −5, which were the nucleosomes measured by the probes in Han et al. [1], were rearranged following H3 depletion.
(TIF) Click here for additional data file.

Figure S5 H3 depletion alters chromatin structure around the *IDP2* transcription start site. The *IDP2* gene experienced an H3-depletion dependent increase in transcription. We chose this locus as an example to illustrate our classification process. (A) Normalized wildtype nucleosome occupancy profiles generated in YPGal (black) and YPD (pink) from [8], a completely independent set of MNase digestions. (B) Normalized nucleosome occupancy profiles for a single replicate of wildtype cells (replicate C) grown in YPGal (green) and YPD (orange). (C) Normalized nucleosome occupancy profiles for a single replicate of H3 shutoff cells (replicate C) grown in YPGal (blue) or YPD (red). (D) Nucleosomes called from the wildtype and H3 shutoff data in YPGal (green and blue) and YPD (orange and red) data. The position and occupancy of the 3 nucleosomes immediately surrounding the transcription start site (nucleosomes 3–5) are disrupted. The ovals indicate the precise width of the nucleosome-protected region as called using the paired-end data. The intensity of the color (YPGal dark and YPD light, both dark, YPGal light and YPD dark, or both light) indicates the nucleosome occupancy call (reduced, unchanged, retained, or no call, respectively), while the outline indicates the positional call (both solid, unchanged; YPGal solid and YPD dashed, altered; no outline, no call). (E) The positional change (“Center diff”), position standard error (“Pos s.e.”) and occupancy counts (“YPGal Occ” and “YPD Occ”) for each nucleosome represented in (D) are given, along with the Bonferroni multiple-testing corrected p-values. The number of nucleosomes in the replicate is given below as the multiple-testing correction factor. Significant p-values are shown in red. P-values that fall into the “no call” category are gray. For position, t-test p-values<0.01 were classified as altered, while p-values>0.2 were classified as unchanged. For occupancy, a two-tailed binomial distribution test was used. Occupancy p-values<0.01 were classified as reduced, p-values between 0.2 and 0.8 (64,853.8 for wildtype or 68,567.8 for H3 shutoff after correction) were unchanged, and p-values>0.99 (64,853.99 for wildtype or 68,567.99 for H3 shutoff after correction) were classified as preferentially retained.
(TIF) Click here for additional data file.

Figure S6 Enrichment for factors in H3-depletion effect categories. The average value of previously published genome-wide data sets and genome annotations vs. expected (Z-score) for each of the nucleosome change categories shown in Figure 3 (Materials and Methods). (A) Genome annotations, (B) histone modifications, (C) transcription-associated proteins, (D) chromatin remodelers and (E) histones. The number in parenthesis indicates the resolution of the detection platform in the data set used for comparison.
(TIF) Click here for additional data file.

Figure S7 H3 turnover is associated with nucleosome loss. (A) Comparison of nucleosome's H3-depletion dependent occupancy change vs. the H3 turnover Z-score from [20]. Nucleosomes classified as “occupancy reduced”, which were found to be enriched for H3 turnover, are highlighted in red. (B) Distribution of the H3 turnover Z-score for each category. Consistent with the results in Figure 3, the “occupancy reduced” and “occupancy unchanged” categories were found to be statistically different than the value for all H3 depletion affected nucleosomes. * p-value<1×10^−8^; ** p-value<1×10^−15^.
(TIF) Click here for additional data file.

Figure S8 Isw2-bound altered position nucleosomes are centered on available DNA. (A) Schematic representation of the hypothesized nucleosome-centering function of Isw2 (blue oval) following histone (yellow circle) depletion. (B, C) Nucleosomes that fell within regions identified as bound by Isw2K215R in [32] that showed (B) altered position following H3 depletion were aligned based on their 0 hour position (y-axis at bottom) and were oriented according to the direction of the position change following H3 depletion. Each row was aligned so that the direction of change is to the right. The fold change in nucleosome occupancy 600 bp upstream and downstream is indicated in the heatmap. Note the blue vertical stripe to the left and the yellow stripe to the right, indicating the shift of the nucleosome position. Shown below with matched coordinates is the average nucleosome occupancy at 0 hours (blue) and 3 hours (red). (C) Same as (B) but for nucleosomes bound by Isw2K215R with unchanged position (D) Box plots indicating the upstream (Direction U) and downstream (Direction D) distance to the nearest nucleosome for position-altered nucleosomes that are either bound by Isw2K215R (blue) or not (green). The darker shade indicates the distance prior to histone depletion, while the lighter shades indicate the distance following H3 depletion. Notches indicate 95% confidence intervals for the data.
(TIF) Click here for additional data file.

Figure S9 Context-dependent associations of chromatin marks and remodelers. (A) Similar enrichment patterns are seen for transcription-associated factors regardless of if the nucleosome falls in an intergenic or genic region. (B) Chromatin remodelers show altered associations with H3 depletion effects in intergenic and coding regions. (C) Histone protein enrichment levels are similar regardless of whether the nucleosome falls in an intergenic or genic region. (D) The histone modification status affects outcome primarily at nucleosomes that occur in genic regions. For all sections, the number in parentheses indicates the technical resolution of the data set used for comparison.
(TIF) Click here for additional data file.

Figure S10 Nhp6a enrichment is associated with nucleosome loss in H3-depleted cells. We compared changes in nucleosome occupancy as the result of H3 depletion (this study) or deletion of Nhp6a/b [6] to previously measured levels of Nhp6a binding [38]. (A) “Occupancy reduced” nucleosomes (red) show a higher level of Nhp6a binding than the other occupancy classified nucleosomes. (B) Nhp6a-binding levels by H3 depletion occupancy categories shows increased and decreased levels of Nhp6a at “occupancy reduced” and “occupancy unchanged” nucleosomes. Notches indicate 95% confidence levels around the median. (C) As in A except using nucleosome scores from a study in which Nhp6a/b were deleted [6] and nucleosomes with a log_2_ ratio of WT to Nhp6a/b deleted cells <−2 are highlighted in orange. (D) As in B with classifications of “decreased” (log_2_ ratio<−2), “no change” (log_2_ ratio >−0.5 and <0.5), and “increased” (log_2_ ratio >2). * p-value <0.01; ** p-value<1×10^−5^.
(TIF) Click here for additional data file.

Figure S11 Nucleosome occupancy in galactose-grown cells is more similar to *in vitro* reconstituted nucleosome occupancy than dextrose-grown cells. (A) *In vivo* nucleosome occupancy from yeast grown in galactose versus previously published *in vitro* nucleosome occupancy genome wide [8]. The occupancy values were normalized as in [8]; log_2_ values are plotted. (B) Same as (A), but for yeast grown in dextrose.
(TIF) Click here for additional data file.

Figure S12 Association of H3-depletion effect categories with the transcriptional response. The relationship between gene expression changes upon histone depletion (rows) and changes in nucleosome occupancy and position (columns) as in Figure 5, except that the colors indicate the Z-score for enrichment rather than the log_10_ of the p-value. This relationship is shown for promoters, defined as the untranscribed region upstream of a gene, and genes, defined as the transcribed regions from [13].
(TIF) Click here for additional data file.

Table S1 Enrichment of histone modifications and chromatin associated proteins by nucleosome class.
(XLS) Click here for additional data file.

Table S2 Enrichment of histone modifications and chromatin associated proteins by nucleosome class split by genomic annotation.
(XLS) Click here for additional data file.

Table S3 Expression changes by gene following H3 depletion.
(XLS) Click here for additional data file.

Text S1 Additional details regarding the western blots, MNase digestions, calculations regarding MNase susceptibility, and details on single-end and paired-end library preparations.
(DOCX) Click here for additional data file.

# Supplementary material for: In Vivo Effects of Histone H3 Depletion on Nucleosome Occupancy and Position in Saccharomyces cerevisiae
**Source:** PLoS Genet. 2012 Jun 21;8(6):e1002771. doi: 10.1371/journal.pgen.1002771
**Supplement:** Text S1 — Additional details regarding the western blots, MNase digestions, calculations regarding MNase susceptibility, and details on single-end and paired-end library preparations.

**Supplemental Methods**

**Western blot analysis**

Cells were grown as stated in the Materials and Methods section. At 0, 1.5, and 3 hours a 1 mL sample was removed and used to prepare whole-cell extract. A total of 1 µg of whole cell extract from each time point was loaded onto a 12% acrylamide gel. Following electrophoresis, the proteins were transferred to nitrocellulose membrane (GE Healtchare Amersham Hybond –ECL, RPN303D). The membrane was blocked in 5% Nonfat Dry Milk (5% NFDM) in 1X TBS with 0.1% Tween (TBS/T) added for 1 hour. The membrane was then cut in half to separate the larger proteins (top; > 40 kDa) from the smaller proteins (bottom; < 40 kDa). The top half of the membrane was incubated overnight with shaking at 4°C with 1:50,000 anti-G6PDH antibody generously provided by Brian Strahl diluted in 5% NFDM in 1X TBS/T. The lower half was incubated with a rabbit polyclonal H3 antibody (abcam ab46765) at a 1:10,000 dilution in 5% NFDM in 1X TBS/T overnight at 4°C with shaking. The membranes were washed individually three times, and then incubated with an anti-rabbit secondary for 1 hour at room temperature at dilutions of 1:15,000 for the top half of the membrane and 1:20,000 for the lower half. The gels were then visualized using ECL (Amersham ECL+). The membranes were scanned using a phosphoimager, and the resulting images were quantified using ImageJ (<http://rsbweb.nih.gov/ij/>).

**MNase digestion**

Cells were fixed with 1% formaldehyde for 15 minutes at room temperature with shaking. Crosslinking was quenched by addition of glycine to a final concentration of 0.125 M and incubation at room temperature for 5 minutes. Cells were then centrifuged at 3000 rpm in a Sorvall RT-34, washed twice with 20 mL of 1 M sorbitol and resuspended in a final volume of 10 mL in spheroplast digestion buffer [1 M sorbitol, 1 mM 2-mercaptoethanol (Fischer Scientific BP176100) and 42,000 U of lyticase (Sigma-Aldrich L2524)]. Cells were rocked at 30°C for 15 minutes, centrifuged as above and washed twice with 10 mL of 1 M sorbitol. Spheroplasts were resuspended at 0.12 g spheroplast/mL of MNase digestion buffer (1 M sorbitol; 50 mM NaCl; 10 mM Tris pH 7.5; 5 mM MgCl_2_; 1 mM CaCl_2_; 0.075% NP-40 with 1 mM 2-mercaptoethanol and 0.5 mM spermidine added immediately before use). Next, 600 µL aliquots of resuspended spheroplasts were digested with a titration of micrococcal nuclease A (Worthington-Biochemical LS004797) ranging from 0 to 50 U for 15 minutes at 37°C. Digestion was stopped with 150 µL of stop buffer (5% SDS, 50 mM EDTA), and then 5 µL of a 20 mg/mL stock solution of Proteinase K (Roche 03 115 879 001) was added. The tube was incubated at 65°C overnight to reverse crosslinking, and DNA was isolated by standard phenol:chloroform extraction (2x) and precipitated using isopropanol. DNA was dried and resuspended in 15 µL of ddH_2_O. To remove RNA, 1 µL of previously boiled 10 mg/mL RNase A (Sigma Aldrich R5503) was added, and the reaction was incubated at 37°C for 30-60 minutes. The DNA was then electrophoresed on a 2% agarose gel, and the band corresponding to a mono-nucleosome band was extracted (Clare ChemicalResearch DR46B Transilluminator).

**MNase susceptibility**

The degree of smearing in MNase digest agarose gels was quantified using ImageJ (<http://rsbweb.nih.gov/ij/index.html>) to measure the intensity of signal from 200 to 250 bp in the lane selected for sequencing (see yellow box, Figure S1F-I). The signal was normalized to the background intensity in the control, MNase-free lane. This was repeated for three replicates, and the average normalized signal between bands was compared between wildtype and H3 shutoff cells. The signal at 200-250 bp was found to be significantly higher at 3 hours compared to 0 hours for the H3 shutoff strain (p < 0.05).

**Single-end sequencing preparation**

Single-end samples were prepared using a modified version of the Illumina Solexa preparation protocol. DNA was blunted using the END-IT DNA Repair Kit (Epicentre ER0720) by incubating 50 ng of mononucleosome DNA with 5 µL 10x buffer, 5 µL dNTP mix, 5 µL ATP solution, and 1 µL enzyme mix in a 50 µL reaction for 60 minutes at room temperature. DNA was recovered using the QIAQuick Gel Extraction kit (Qiagen 28704) with 50 µL ddH_2_O and 400 µL of QG buffer. DNA was eluted using two 15 µL elutions and then adenylated using 1 µL of NEB exo- klenow (M212M), 5 µL Klenow buffer, and 1 µL 10mM dATP in a 50 µL reaction for 60 minutes at room temperature. DNA was isolated using a QIAquick MinElute kit (Qiagen 28006) and eluted in 10 µL of EB. Adapters were ligated using NEB Quick T4 DNA Ligase (M2200S) with a 10:1 dilution of adapters provided by the UNC High Throughput Sequencing Facility (UNC HTSF) in a 50 µL reaction containing 10 µL of DNA, 25 µL 2X Quick Ligation Buffer, 2 µL adapters, and 1 µL DNA ligase for 25 minutes at room temperature. DNA was purified using a QIAQuick MinElute column and eluted in 10 µL of EB. DNA was amplified using Stratagene PfuUltra II Fusion HS DNA Polymerase (Stratagene 600670) using 2 µL DNA, 2 µL Solexa single-end PCR primers, 10 µL 10X PfuUltra II buffer, 10 µL 2.5 mM dNTP, and 1 µL of Pfu Ultra II DNA polymerase in a 100 µL reaction with the following cycling conditions: 95°C for 1 minute; 18 cycles of 95°C for 50 seconds, 65°C for 60 seconds, 72°C for 30 seconds; 72°C for 5 minutes; 4°C hold. DNA was purified using the QIAQuick MinElute kit in 10 µL of buffer EB and run out on a 2% agarose gel. The band corresponding to mononucleosome + adapters (approximately 250 base pairs) was cut out on the dark reader, gel extracted using the QIAQuick Gel Extraction kit, and submitted to UNC HTSF for sequencing.

Two H3 depletion and one wildtype replicate(s) were submitted for single-end sequencing.

**Paired-end sequencing preparation**

Paired-end samples were prepared using a modified version of the Illumina Solexa preparation protocol provided by the UNC HTSF (v 2.5). End-repair was performed using 50 ng of gel extracted, mononucleosomal DNA in 30 µL of H_2_O, 9.8 µL of water, 5 µL of 10x NEB T4 Ligation Buffer with ATP, 2 µL of 10 mM dNTP mix, 1 µL NEB PNK, 1 µL of NEB Klenow at 1 U/ µL, and 1.2 µL of NEB T4 DNA polymerase (NEB, M0203S, M0202 and M0210S). The reaction was incubated at room temperature (RT) for 30 minutes and purified using Qiagen MinElute columns (final elution in 25 µL of Buffer EB). The end-repaired DNA was then adenylated by adding 7 µL of H_2_O, 5 µL of Klenow buffer, 10 µL of 1 mM dATP, and 3 µL of Klenow 3’ to 5’ exo- (5 U/ µL; NEB, M0212S). The reaction was incubated at 37°C for 30 minutes before being cleaned up with a Qiagen MinElute column (final elution volume 16 µL of Buffer EB). The Illumina Paired-End adapters were provided by the UNC HTSF, and 1 µL of 1:10 diluted adapters were annealed in a reaction with 20 µL of 2X Quick Ligation buffer, 1 µL of 1.5 µM multiplex adapters, and 1 µL of Quick DNA Ligase (500 U/µL; NEB, M2200S). The samples were incubated at RT for 25 minutes and then purified twice with Ampure XP (Beckman Coulter, #A63881) beads according to the manufacturer’s protocol after adding 10 µ L of Buffer EB to the ligation reaction. For the first purification, 45 µL of beads and a 50 µL elution was used, while the second purification used 40 µL of Ampure XP beads with a 36 µL elution.

Half of the ligated DNA was used for a multiplex PCR amplification reaction in a 50 µL volume [18 µL of ligated DNA, 17 µL of dH_2_O, 10 µL of 5X Phusion Buffer HF, 1 µL of 25 µM PCR primer InPE 1.1 (UNC HTSF), 1 µL of 0.5 µM InPE PCR primer 2.0 (UNC HTSF), 1 µL of PCR Primer Index # (UNC HTSF, see sequences below), 1.5 µL of 10 mM dNTP mix, and 0.5 µL of Phusion polymerase (NEB, F-530S)]. The multiplexing adapter primers used were Index 4 (5’-TGACCA -3’), 5 (5’- ACAGTG -3’) or 6 (5’-GCCAAT-3’). The amplification protocol was 98°C for 30 seconds, followed by 15 rounds of 98°C for 10 seconds, 65°C for 30 seconds, 72°C for 30 seconds with a final incubation at 72°C prior to holding at 4°C. The DNA was then purified using 40 µL of Ampure XP beads and eluted into 20 µL of Buffer EB. The DNA concentration was checked by Qubit prior to submission for sequencing.

Two H3 depletion replicates and two wildtype replicates were submitted for paired-end sequencing. Samples prepared for RNA-seq were prepared as above but submitted for single-end sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

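MNase-seq fragments and nucleosome calls of 8 paired-end libraries were used, from wildtype replicates B and C and H3 shutoff replicates 3 and 4, each at 0 and 3 hours. The sample labels give the replicate and the time, and libraries of a strain with the same replicate were taken as the time points of a culture. The labels of both wildtype replicates also carry a common number whose meaning is not stated, so the wildtype cultures rest on the letters B and C, which the paper uses as well. The RNA-seq, the ChIP comparisons, the sequence-based predictions and the single-end libraries were not used here.

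The authors aligned the reads to the sacCer1 build with default Bowtie settings, kept pairs 100 to 200 bases apart, removed the rDNA on chromosome 12 from 450000 to 472500 and drew the same number of pairs from each library. The first kind of deposited file lists the start and end of each fragment in bp. The second lists the nucleosomes the authors called from those fragments in each library separately. Its columns hold counts of read centers in the protected region and in the 100-bp window around each center, positions, standard deviations and lengths in bp. They also hold the fraction of read centers on the center base, which the authors computed before deposit and which entered no test here. The authors' counts were not normalized beyond the equal number of fragments. The build of the deposited coordinates could not be checked against a genome sequence here.

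Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The read center is the midpoint of a fragment. Intervals of shares are exact 95% binomial intervals and, like the tests within single cultures, cover counting error only.

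Occupancy correlations are Pearson's r across bases of the log2 of the fragment coverage over the genome mean, with the replicates of a group averaged and bases of 0 coverage left out. Positioning was measured on the read center density smoothed with a standard deviation of 10 bp. Genes of at least 1000 bp among the 1999 transcripts of Table S3 used here, with the strand taken from the systematic name, were aligned on the highest density between -50 and 150 bp from the listed start in the 8 libraries pooled. Peak height is the density at the peak minus the lowest density 40 to 140 bp after it. For the last nucleosome the lowest density 40 to 140 bp before the peak, on the side of the gene, was taken instead. The last nucleosome is the highest density between -200 and 0 bp from the listed end. Table S3 served as an annotation and for the paper's expression changes, and since only a part of it was used, no overlap or enrichment was tested. Its 385 transcripts on chromosome 10 were left out because the profile there was shifted against the fragments, a choice made after seeing the data, and the values with that chromosome kept are among the alternatives.

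Nucleosomes were classified on the authors' calls by the method of the paper. Within a culture, nucleosomes at 0 and 3 hours with more than 5 read centers each and an overlap of at least 30 bp were compared by a t-test (Welch's) on the positions of the read centers and by a binomial test with a probability of 0.5 on their number within 50 bp of the center, with Bonferroni correction. A corrected p under 0.01 gave the altered, reduced and retained classes, and a corrected p over 0.2 the unchanged classes. Each nucleosome at 0 hours was paired with the overlapping one at 3 hours whose center was nearest. Both tails of the binomial test were taken separately. Replicates were matched within 73 bp, a class had to be shared by both, and H3-depletion dependent nucleosomes are those of the H3 shutoff strain that were not in the same class in the wildtype.

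Read centers in 100-bp windows around the centers called in the 8 libraries pooled were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, without scaling since the libraries are equally deep, for windows with at least 80 read centers in the 8 libraries together. The model held culture as a block, the change from 0 to 3 hours in each strain and their difference. The block was in the model because each culture gave both time points. The deviations of a culture from the mean of its group at 0 and 3 hours had an r of 0.445 across tiles in the H3 shutoff strain and -0.124 in the wildtype. With the stretches left out that had read centers in 4 libraries only, these were 0.199 and 0.135. An exchange of wildtype libraries between the cultures is not excluded by these values. It would change the values of single wildtype cultures and their SD, and not the mean wildtype change of a peak height or of the fragment length. Fits without the block, and with the 3-hour libraries of the wildtype cultures exchanged, are among the alternatives.

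Promoters are the 300 bp upstream of a listed start. Gene bodies run from 500 bp after the start to 300 bp before the end. Genes needed at least 20 read centers in each window at 0 hours in every library, and the value of a culture is the median over genes of the log2 ratio of 3 to 0 hours. Genes were grouped by a p under 0.001 in Table S3 and the sign of the fold change, and fold changes of 20 or more on the log2 scale were left out of the correlations. Values per culture were compared between the strains by an exact two-sided permutation test of the strain labels over the 4 cultures, whose smallest p is 0.333.

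The windows named in the text were fixed by a rule before the data were examined, as were the comparisons and most alternatives. The rule takes IDP2, the locus of Figure S5, and the 3 windows with the largest fall and the 3 with the largest rise in the difference between the strains among those with an adjusted p under 0.05 and the same direction in both H3 shutoff cultures. Alternatives changed the length of the fragments, the smoothing, the alignment of genes, the definition of the gene windows, the filters, the correction, the pairing of nucleosomes, the scaling, the model and the cultures included. They are described with their effects in the closing section.

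The procedures were tested on simulated data. The simulation of fragments held 8500 nucleosomes at a regular step of 180 bp, and 8440 were called within 15 bp of their center. The procedures classified 198 of 200 shifted ones as altered, 107 of 200 reduced ones as reduced and 200 of 200 increased ones as retained. Of 7900 unchanged ones, 0 were given a changed class. Whether these rates apply to the weak and fuzzy peaks of the H3 shutoff strain after depletion was not measured. The 0 of 7900 therefore gives no rate of false classes there. With 107 of 200 recovered, a nucleosome without the reduced class may still have been reduced. With 200 of 59613 windows changed, the test of windows recovered 91 of 100 windows changed by 2 on the log2 scale in the H3 shutoff strain and 26 of 100 changed by 1. The difference between the strains recovered 67 and 2 of 100. It called 1 unchanged window among 59613, and the test within the H3 shutoff strain called 2.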

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

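The tests with fragments of 140 to 160 bp upstream of genes and for the distance and lag of nucleosomes, with peaks found in each library, without the filter on read centers, in 200-bp tiles, and of the stretch on chromosome 4 were chosen after the results they concern had been seen.

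The peak of the last nucleosome and the autocorrelation height moved in opposite directions in the strains, in every culture. The change of the last nucleosome peak was -0.761 in the H3 shutoff strain and 0.201 in the wildtype, and that of the autocorrelation height -0.357 and 0.103. The exact permutation p of both was 0.333, the smallest that 2 cultures against 2 can give, so this test could not pass 0.05 for either difference. Fragment lengths also rose from 0 to 3 hours, but with fragments of 140 to 160 bp alone the changes were -0.694 and 0.203 for the last nucleosome and -0.337 and 0.0972 for the autocorrelation. This argues against fragment length as the whole cause. Depletion of H3 in the H3 shutoff strain, the biological difference that the design gives, stays open and was not separated from other differences between the strains.

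The distance from the +1 to the +2 peak of the same library rose by 7 and 8 bp in H3 shutoff replicates 3 and 4, a mean of 7.5 bp, and changed by -1 bp in both wildtype cultures (exact permutation p of 0.333, the smallest possible). Distances had first been measured from the +1 position of the 8 libraries pooled, which gave 13.5 bp in the H3 shutoff strain, of which 6 bp were a move of the +1 peak itself. Longer fragments in the 3-hour libraries might cause such a rise. Fragment length rose by 0.810 bp in replicate 3 and by 10.0 bp in wildtype replicate C, while the lag of the autocorrelation rose by 5 bp and 1 bp in these cultures, so neither measure follows the mean length across cultures. With length held at 140 to 160 bp the rise was 3.5 bp (4 and 3 bp), against -1 bp in the wildtype. This lies between the bounds set for the test, within 3 bp if fragment length was the cause and over 10 bp if not, and past the lower bound by less than the SD of 0.707 bp. The rise of the genome-wide autocorrelation lag in the H3 shutoff strain, 6.5 bp with all fragments, was not seen with these fragments. Its mean change was then -2 bp, the same as in the wildtype, which is what longer fragments as its cause would give, although the mean lengths of single cultures do not follow it. A wider spacing after depletion of H3 and an effect of fragment length therefore cannot be told apart on the distance, since the remainder is as small as that bound.

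Upstream of genes the strains also moved in opposite directions. The change upstream minus that in gene bodies was -0.12 in the H3 shutoff strain and 0.27 in the wildtype, and the change upstream alone -0.13 and 0.23. The exact permutation p was 0.333, the smallest possible. Different fragment lengths at 0 and 3 hours are a candidate explanation. With fragments of 140 to 160 bp, upstream minus gene body was -0.11 in the H3 shutoff strain, nearly as before, which argues against fragment length for that strain. In the wildtype the mean under the same setting was 0.080 ± 0.067 (SD, n = 2 cultures), close to the spread, so a rise upstream and an effect of fragment length cannot be told apart there. The filter on genes with few read centers was examined as well. Without it the H3 shutoff mean was -0.056 and both cultures stayed below 0, which argues against the filter as the cause of the sign. The extent of MNase digestion was not tested.

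Genes grouped by the paper's expression change also had opposite signs in the strains in 4 cases, with the H3 shutoff strain lower upstream and higher in gene bodies. Upstream of genes with increased expression the change was -0.16 in the H3 shutoff strain and 0.20 in the wildtype, and upstream of genes whose expression did not pass the threshold -0.11 and 0.18. In gene bodies it was 0.23 and -0.25 for genes with decreased expression, and 0.070 and -0.056 for genes that did not pass the threshold. These differences have an exact permutation p of 0.333, the smallest possible. With the whole gene as gene body the last of these was -0.026 in the H3 shutoff strain and -0.014 in the wildtype, so this split of signs depended on the region counted. For decreased expression the same setting gave 0.11 and -0.14. Fragment length was not examined within these groups. Upstream of genes with decreased expression the H3 shutoff mean was a rise of 0.12, unlike in the other groups, and whether the groups differ from one another was not tested.

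The change from 0 to 3 hours differed between the strains in 12666 windows by the test of that difference. Most were lower in the H3 shutoff strain, and most of the windows called within that strain fell. Read centers that spread away from nucleosome centers would leave windows placed on those centers, a possible explanation for the excess of falls. In 200-bp tiles, which are laid without regard to nucleosomes, 53.8% of the windows called within the H3 shutoff strain fell, against 81.0% of the windows on centers. This is in line with such a spread, as a hypothesis, because it was found on the same data. The scaling moves the share as well, to 41.6% with TMM normalization, so neither the direction of most changes nor an absolute loss is settled by the counts.

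A stretch of chromosome 4 from 461801 to 462400 held between 294 and 324 read centers in each H3 shutoff library. The 4 wildtype libraries together held 1. Reads with several matches, which divide the libraries in another way, would leave H3 shutoff replicate 3 without read centers, but its 3-hour library had 307. DNA that the wildtype strain lacks is a candidate explanation, as is sequence that differs in the wildtype so that its reads are not aligned. The stretch was found by its lack of wildtype read centers, so the count of 1 tests neither, and these cannot be told apart.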

How the results depend on the processing

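Of the values that answer a comparison, 456 of those computed under an alternative kept their direction and stayed within the spread between replicates or, for counts, within 1.5 times. Another 183 moved further, and 4 reversed. The settings with chromosome 10 kept, with peaks found in each library, with distances from the +1 peak of the same library, with the same length around every called center, without the stretches that had read centers in 4 libraries only, with the classes of a single culture and with fragments of 140 to 160 bp upstream of genes were chosen after seeing the data. The values of single named windows stayed the same in 87 cases, moved in 11 and lost their adjusted p under 0.05 in 10, with none reversed.

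A value counted as reversed if both cultures had shared its sign and the mean under the alternative had the other sign. There were 4 such values. With fragments of 140 to 160 bp the autocorrelation lag of the H3 shutoff strain changed by -2 bp in place of 6.5 bp. With the same length around every called center the number of nucleosomes called in the wildtype changed by 0.785% in place of -4.24%. With an upstream window of 150 bp the wildtype change upstream of genes with decreased expression was -0.12 in place of 0.20. With the whole gene as gene body the H3 shutoff change of genes without a change in expression was -0.026 in place of 0.070. The first and second of these settings hold the fragment length and the protected length fixed by construction. The cause of the other two was not tested.

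The fall of the peaks along genes kept its sign in the H3 shutoff strain under every alternative, while its size moved. Alignment on the listed start gave -1.03, -0.961, -0.787 and -0.518 for the +1 to +4 peaks, where alignment on the +1 nucleosome gave -2.35, -1.99, -1.50 and -1.04. Smoothing with a standard deviation of 20 bp gave -1.63, -1.48, -1.13 and -0.802, and -0.577 for the last nucleosome, since wider smoothing lowers every peak. Fragments of 140 to 160 bp gave -2.21, -1.73 and -1.18 for +2 to +4, and a wildtype +1 change of -0.135. With peaks found in each library as well, these were -2.21, -1.70, -1.16 and -0.135, the distance from +1 to +2 rose by 3.5 bp in place of 7.5 bp, and the +2 and +1 peaks moved by 8.5 and 5 bp from the pooled +1 position in place of 13.5 and 6 bp. Peaks found in each library with all fragments gave -1.46 and -1.01 for +3 and +4, and genes of at least 2000 bp -1.58 and -1.11, with 0.303 for the last nucleosome in the wildtype. Chromosome 10 kept gave -1.76, -1.32 and -0.93 for +2 to +4. Without the cap on read center density the lag of the H3 shutoff strain rose by 4 bp, and with fragments of 140 to 160 bp that of the wildtype changed by -2 bp. With more than 20 read centers the wildtype change of the standard deviation of the centers was 0.605 bp. The cause was not tested.

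Occupancy correlations at 3 hours depended on the measure. Between the strains at 3 hours r was 0.734 on the linear scale, 0.68 with the central part of each fragment and 0.717 with fragments of 140 to 160 bp. Between 0 and 3 hours in the H3 shutoff strain the latter settings gave 0.795 and 0.782, and between the strains at 0 hours fragments of 140 to 160 bp gave 0.931. The same fragments gave 0.857 and 0.804 between the H3 shutoff replicates at 0 and 3 hours and 0.805 between the wildtype replicates at 3 hours, with fewer fragments per base. In the fits that each left out 1 replicate, r between the strains was from 0.906 to 0.929 at 0 hours and from 0.747 to 0.777 at 3 hours. Between 0 and 3 hours it was from 0.809 to 0.886 in the wildtype and from 0.792 to 0.847 in the H3 shutoff strain. These fits average fewer libraries, and the cause was not tested otherwise.

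The numbers in the classes depended on the correction, on how nucleosomes were paired and on whether both replicates had to share a class. Benjamini-Hochberg adjustment is less strict than Bonferroni. It gave 25083 altered positions in the H3 shutoff strain, 22990 of them H3-depletion dependent, 5691 in the wildtype, 3598 of them there alone, and 2093 in both. Unchanged positions fell to 5051 in the H3 shutoff strain, 18294 in the wildtype, 16613 in the wildtype alone and 1681 in both. Reduced occupancy rose to 3585, of which 3556 were H3-depletion dependent and 29 in both strains, and to 449 in the wildtype, of which 420 there alone. Retained occupancy rose to 1847 (1831 H3-depletion dependent, 16 in both) and to 283 in the wildtype (267 there alone). Unchanged occupancy fell to 16112, 25319 in the wildtype and 6890 in both, those classified in both strains to 24919, and the share of occupancy-altered nucleosomes with altered position was 47.8%.

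Centers within 50 bp of each other exclude larger shifts by construction. With this setting 29014 nucleosomes were classified in the H3 shutoff strain and 24180 in both. Altered positions numbered 2103 in the H3 shutoff strain (2088 H3-depletion dependent, 15 in both) and 280 in the wildtype (265 there alone). Reduced occupancy was found at 235, all H3-depletion dependent and 0 in both, and at 28 in the wildtype, all 28 there alone. Retained occupancy was found at 112, all 112 H3-depletion dependent and 0 in both, and at 11 in the wildtype, all 11 there alone. Unchanged occupancy was found at 25779 in the H3 shutoff strain, 19992 in both and 25697 in the wildtype alone. The share was 4.32%.

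A class in at least 1 of 2 replicates gave 2540 reduced nucleosomes in the H3 shutoff strain (2381 H3-depletion dependent, 159 in both) and 1506 in the wildtype (1347 there alone). Retained ones numbered 2340 (2290 H3-depletion dependent, 50 in both) and 827 in the wildtype (777 there alone), and the share was 32.6%. The binomial probability from the median ratio gave 206 reduced nucleosomes, 204 of them H3-depletion dependent and 2 in both, with a share of 45.3%. More than 20 read centers left 15 retained nucleosomes in the wildtype, 14 there alone, and a share of 42.9%. The classes of a single culture, without the requirement of the other, held from 21602 to 24301 altered, 1436 to 1614 reduced and 923 to 2487 retained nucleosomes in the H3 shutoff strain across the fits that each left out 1 replicate. In the wildtype these ranges were 5993 to 6484, 218 to 1470 and 243 to 906. The share, computed in the H3 shutoff strain alone and without removal of wildtype classes, was from 43.5% to 47.5%. The requirement that both replicates share a class lowers the counts by construction. The cause was not tested otherwise.

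The windows called by edgeR depended on the scaling and on the tool. Without scaling 13361 windows fell and 3128 rose in the H3 shutoff strain, 81.0% falls. With TMM normalization 4487 fell and 6298 rose (41.6% falls), and for the difference between the strains 3490 fell and 5321 rose (39.6%), in place of 9887 and 2779 (78.1%). DESeq2 called fewer windows. In the H3 shutoff strain 245 fell and 983 rose (19.9%), for the difference 34 and 787 (4.14%), and in the wildtype 38 and 6 (86.4%) in place of 696 and 291 (70.5%). In 200-bp tiles 3390 fell in the H3 shutoff strain and 3724 for the difference, 53.8% of those changed in each case. In the setting without the stretches that had read centers in 4 libraries only, 195 tiles were left out as repeats. With that setting 1189 windows fell and 622 rose in the wildtype. Falls and rises are relative to the scaling chosen, and the counts hold no absolute reference. The cause of the smaller number of calls with DESeq2 was not tested.

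Without the block for culture 311 windows fell and 114 rose in the wildtype, and the numbers of the H3 shutoff strain and of the difference stayed within 1.5 times. With the pairing of the wildtype cultures crossed in the block, 605 windows fell and 225 rose in the wildtype, 11237 and 2452 in the H3 shutoff strain and 7796 and 2218 for the difference. Of the named windows, the fall on chromosome 4 and the rise at IDP2 lost their adjusted p under 0.05 without the block.

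Changes upstream of genes and in gene bodies are small, and their definition moved them. An upstream window of 150 bp gave a change upstream of -0.40 in the H3 shutoff strain, -0.40 for genes with increased expression and -0.33 for genes without a change in expression, -0.44 upstream minus gene body, and -0.032 for gene bodies in the wildtype. The whole gene as gene body gave -0.056 in the H3 shutoff strain and -0.013 in the wildtype. By expression it gave -0.11 for increased and 0.11 for decreased expression in the H3 shutoff strain, and -0.14 for decreased and -0.014 for unchanged expression in the wildtype, with -0.043 for upstream minus gene body in the H3 shutoff strain. Without the filter on read centers, upstream minus gene body was -0.056 and upstream -0.068 in the H3 shutoff strain, and the gene bodies of the wildtype -0.036, or -0.042 without a change in expression. Upstream regions free of listed genes gave -0.16 for upstream minus gene body and -0.084 for wildtype gene bodies. Chromosome 10 kept gave -0.14, and -0.059 for wildtype gene bodies without a change in expression. With fragments of 140 to 160 bp upstream minus gene body was 0.080 in the wildtype. Strains that overlapped no longer did so in the number of nucleosomes called with the same length around every center, upstream of genes with decreased expression with 150 bp, and in gene bodies of genes with increased expression with the whole gene. The cause was not tested.

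The correlation of the change upstream with the paper's expression change stayed negative in the H3 shutoff strain. Pearson's r and Spearman's rho were -0.113 and -0.0994 with an upstream window of 150 bp, -0.176 and -0.151 in regions free of listed genes, -0.202 and -0.168 for genes with a paper p-value under 0.001, and -0.120 and -0.104 with chromosome 10 kept. In the wildtype they were 0.122 and 0.120 with 150 bp, and 0.0559 and 0.0509 in regions free of listed genes. The share of nucleosomes lower on the side of the shift, with positions altered in either replicate and the occupancy of wildtype replicate B, was 52.8% in place of 54.7%. The cause was not tested.

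Counts of called windows were not computed without 1 replicate, since this leaves a strain with 1 culture.

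The depth was not varied, so what it limits was not measured. A window without a call is no evidence of no change, since the test found only 26 of 100 windows changed by 1 on the log2 scale in simulated data with 2 cultures per strain, where 200 windows were changed in all, fewer than were called in the data.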

Differences from the paper's values

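The correlation of log2 occupancy between wildtype and H3 shutoff at 3 hours was 0.789, against the paper's 0.81. Of the alternatives set before the data were examined, a pseudocount of 1 fragment with all bases kept gave 0.797, within the replicate spread of the paper's value. The linear scale (0.734), the central part of each fragment (0.68) and fragments of 140 to 160 bp (0.717) did not close the gap. The fits that each left out 1 replicate gave lower values, from 0.747 to 0.777.

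The number of nucleosomes classified in both strains was 46106, against the paper's 28717. The paper had more replicates per strain and kept classes shared by 2 or more of them. Here both of the 2 replicates used had to share a class, so none of the class counts below rest on the same rule as the paper's. Centers within 50 bp of each other (24180), more than 20 read centers (40514), Benjamini-Hochberg adjustment (24919) and replicates matched within 40 bp (39794) came within 1.5 times the paper's count. The binomial probability from the median ratio, calls made from the fragments and a class in at least 1 of 2 replicates did not.

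H3-depletion dependent nucleosomes of reduced occupancy numbered 404, against the paper's 2000, which came from more replicates. A class in at least 1 of 2 replicates gave 2381, which closes the gap for this class. The same setting gave 2290 retained nucleosomes in the H3 shutoff strain alone, against the paper's about 350 and 384 in the main setting. It gave 1347 reduced ones in the wildtype alone, against the paper's about 140 in Fig. 2B, read by eye. Centers within 50 bp of each other (235), Benjamini-Hochberg adjustment (3556), the binomial probability from the median ratio (204), more than 20 read centers, calls made from the fragments and replicates matched within 40 bp did not. The classes of single H3 shutoff cultures, a setting chosen after seeing the values and without removal of wildtype classes, held 1436 and 1614 reduced nucleosomes.

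The share of occupancy-altered nucleosomes with altered position was 38.6%, against the paper's 25%. A class in at least 1 of 2 replicates gave 32.6%, within 1.5 times the paper's value. Centers within 50 bp of each other (4.32%), more than 20 read centers (42.9%), Benjamini-Hochberg adjustment (47.8%), the binomial probability from the median ratio (45.3%), calls made from the fragments (38.7%) and replicates matched within 40 bp (40.1%) did not close the gap.

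Further counts of classes differ from those in Fig. 2B. Positions unchanged in both strains numbered 18668, against the paper's about 10000 in Fig. 2B, read by eye. Positions altered in both strains numbered 360, against the paper's about 110 in Fig. 2B, read by eye. Positions altered in the H3 shutoff strain alone numbered 13435, against the paper's about 4500 in Fig. 2B, read by eye. Occupancy reduced in the wildtype alone was found at 50 nucleosomes, against the paper's about 140 in Fig. 2B, read by eye. Occupancy retained in the wildtype alone was found at 27, against the paper's about 69 in Fig. 2B, and in both strains at 1, against about 5 in Fig. 2B, both read by eye. None of the alternatives set before the data were examined closed these gaps.

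Occupancy reduced in both strains was found at 1 nucleosome, against the paper's about 27 in Fig. 2B, read by eye. Benjamini-Hochberg adjustment gave 29, which closes the gap, and the other alternatives did not. Occupancy unchanged in both strains numbered 39045, against the paper's about 26000 in Fig. 2B, read by eye. Centers within 50 bp of each other (19992), more than 20 read centers (34384), the binomial probability from the median ratio (38942), calls made from the fragments (38245) and replicates matched within 40 bp (33405) came within 1.5 times the paper's count, and Benjamini-Hochberg adjustment (6890) and a class in at least 1 of 2 replicates did not.

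The paper states that neither the average fragment length nor the number of nucleosomes called changed after H3 depletion. In the H3 shutoff strain the mean fragment length rose by 0.810 bp in replicate 3 and 10.0 bp in replicate 4, and the number of nucleosomes called changed by -4.65% and -10.4%. The wildtype changed in the same directions, by 4.03 and 10.0 bp and by -2.70% and -5.78%.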

Other observations

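The tests of the stretches with read centers in 4 libraries and of the offset on chromosome 10 were chosen after the results had been seen, as was the setting with the same length around every called center. The test across 25-kb bins was repaired after a first look at its result.

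Fewer nucleosomes were called at 3 hours. The mean change was -7.54% in the H3 shutoff strain and -4.24% in the wildtype. Longer protected regions could exclude neighboring calls. With the same length around every center the H3 shutoff mean was -4.19%, and replicate 4 went from -10.4% to -4.56%, while the wildtype mean was 0.785%. A part of the H3 shutoff fall and all of the wildtype fall thus went with the protected length, and what was left in both H3 shutoff cultures argues against it as the whole cause in that strain. The remaining fall may follow from weaker peaks or lost nucleosomes, and these were not separated.

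Most tiles of 200 bp with read centers in a part of the libraries only shared a pattern. In 132 tiles wildtype replicate B at 0 hours, wildtype replicate C at 3 hours and both libraries of H3 shutoff replicate 4 had read centers and the others at most 2 each. The next most frequent of the 254 splits of the libraries accounted for 4 tiles. Reads with several matches, kept in these 4 libraries and left out of the others, are a candidate explanation. The 132 tiles are the pattern itself and no test of it, and the copy number of their sequence was not examined. Assignment of reads to different copies of a repeat would give 1-kb stretches with the complementary pattern, and there were 0. Missing DNA in a culture would affect both of its times alike. In the 195 tiles left out as repeats, a wider set with this pattern, wildtype replicate B had 162 read centers at 3 hours and 12489 at 0 hours. This goes against missing DNA as the libraries are labeled. If wildtype libraries had been exchanged between the cultures, the libraries with read centers would be both times of 2 cultures, so missing DNA and reads with several matches cannot be told apart. No biological explanation was tested. With 195 tiles left out as repeats, and not these 132 alone, 1811 windows were called in the wildtype in place of 987.

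Near the ends of chromosomes more read centers were seen at 3 hours in the H3 shutoff strain. In the outer 10 kb the median log2 change over that beyond 50 kb was 0.11 and 0.18 in H3 shutoff replicates 3 and 4, and -0.09 and 0.02 in wildtype replicates B and C. This difference was not tested. Reads with several matches could give such a rise. Without tiles that differ between the 4 libraries named above and the others it was 0.10 in the H3 shutoff mean and above 0.05 in both cultures. Both libraries of each H3 shutoff culture lie on the same side of that split. The split could therefore not give a rise there, and leaving these tiles out does not test reads with several matches otherwise. Reads shared between other repeats remain possible. The H3 shutoff mean 10 to 30 kb from the ends was -0.00163. From 30 to 50 kb the values were 0.023 and 0.025 in the H3 shutoff cultures and -0.037 and -0.0085 in the wildtype, smaller than in the outer 10 kb. Repeats and a change of the chromatin at the ends cannot be told apart, since both would lie in the outer stretches. Late-replicating DNA that catches up as cells arrest might also add reads. Across 413 bins of 25 kb the change in the H3 shutoff strain had a mean r of -0.250 with the wildtype density at 0 hours, from -0.431 in replicate 3 to -0.0684 in replicate 4. The wildtype changes had -0.485 and -0.313, although the wildtype values share the 0-hour libraries with the density, and the test cannot tell. Changes of the H3 shutoff cultures were alike across these bins (r = 0.807), as were those of the wildtype cultures (r = 0.598), and r between strains was from -0.204 to 0.155.

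Listed gene starts on chromosome 10 did not line up with the fragments. From position 200000 the average profile of 274 genes had an r of -0.168 with that of the other chromosomes, and moving the starts by 228 bp raised r to 0.979. Coordinates of another genome build for part of chromosome 10 are a candidate explanation of this single offset. On the other listed chromosomes 31 of 32 stretches of 100 kb lined up within 30 bp.

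The paper relates shifts of position to loss on the side of the shift for nucleosomes with Isw2, whose data were not used here. Over all 11171 H3-depletion dependent nucleosomes that shifted in the same direction in both cultures, the share with the lower occupancy change on the side of the shift was 50.1% (exact 95% interval 49.1% to 51.0%), with the direction from replicate 3 and the occupancy from replicate 4. With the cultures exchanged it was 48.9% (48.0% to 49.8%). At the same nucleosomes the occupancy changes of wildtype replicates B and C gave 54.7% and 53.8%. Neighboring nucleosomes share read centers, so these intervals cover counting error only. No explanation of these shares was tested.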
